# Sexually divergent induction of microglial-associated neuroinflammation with hippocampal aging

**DOI:** 10.1186/s12974-017-0920-8

**Published:** 2017-07-21

**Authors:** Colleen A. Mangold, Benjamin Wronowski, Mei Du, Dustin R. Masser, Niran Hadad, Georgina V. Bixler, Robert M. Brucklacher, Matthew M. Ford, William E. Sonntag, Willard M. Freeman

**Keywords:** Sex differences, Neuroinflammation, Gene expression, Aging, Brain

## Abstract

**Background:**

The necessity of including both males and females in molecular neuroscience research is now well understood. However, there is relatively limited basic biological data on brain sex differences across the lifespan despite the differences in age-related neurological dysfunction and disease between males and females.

**Methods:**

Whole genome gene expression of young (3 months), adult (12 months), and old (24 months) male and female C57BL6 mice hippocampus was analyzed. Subsequent bioinformatic analyses and confirmations of age-related changes and sex differences in hippocampal gene and protein expression were performed.

**Results:**

Males and females demonstrate both common expression changes with aging and marked sex differences in the nature and magnitude of the aging responses. Age-related hippocampal induction of neuroinflammatory gene expression was sexually divergent and enriched for microglia-specific genes such as complement pathway components. Sexually divergent C1q protein expression was confirmed by immunoblotting and immunohistochemistry. Similar patterns of cortical sexually divergent gene expression were also evident. Additionally, inter-animal gene expression variability increased with aging in males, but not females.

**Conclusions:**

These findings demonstrate sexually divergent neuroinflammation with aging that may contribute to sex differences in age-related neurological diseases such as stroke and Alzheimer’s, specifically in the complement system. The increased expression variability in males suggests a loss of fidelity in gene expression regulation with aging. These findings reveal a central role of sex in the transcriptomic response of the hippocampus to aging that warrants further, in depth, investigations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12974-017-0920-8) contains supplementary material, which is available to authorized users.

## Background

Age-related changes across molecular and cellular processes likely contribute to the development of neurological disorders and functional deficits as these become more common at advanced ages. Understanding the aging process and the contribution of aging to disease and impairment of the CNS, also known as geroscience [1], offers the potential to counteract these processes and thereby prevent, slow, and possibly reverse disease and dysfunction. While we and others have examined changes in hippocampal gene expression across the lifespan in humans [2], monkeys [3], rats [4, 5], and mice [6, 7], most of these studies included only male animals, did not control for estrus cycle stage in females, or did not focus explicitly on identifying sex differences and divergences in gene expression with aging. The historical predominance of male animal models in preclinical studies [8] remains to be overcome despite efforts to include both sexes in preclinical studies [9]. For this study, the terminology recommendations stated in McCarthy et al. are followed. Sexual dimorphisms are dialectic differences between males and females (such as Y chromosome encoded gene expression is only in males). Sex differences are differences in average level of a transcript or protein that are present throughout life. Sex divergences are emergent, such as expression of a gene at young age that is the same in males and females but becomes different at old age [10].

The differential course and nature of brain aging between males and females is a much needed area of investigation as with improvements in medical care the older population (>65 years) is growing rapidly. As age increases, there is an enhanced prevalence of Alzheimer’s and other neurodegenerative diseases, as well as non-neurodegenerative cognitive impairments. Women have a higher propensity of developing Alzheimer’s disease compared to men [11, 12], a higher risk of mild cognitive impairment [13] (though not all studies are in agreement on the latter point [14]), and a lower risk of stroke but poorer outcomes after stroke [15, 16]. In support of these findings, greater age-related, non-neurodegenerative impairments of spatial learning and memory have been observed in female rats [17] and mice [18, 19] when compared to age-matched males. Furthermore, females demonstrate age-related changes in metabolic processes in the brain earlier than males [20]. Together, these data suggest differences in brain aging between the sexes that may leave females more susceptible to cognitive and neurological disorders later in life when compared to their male counterparts. It is therefore imperative that studies examine the molecular changes occurring in the brain with aging in both males and females in an effort to better determine how these changes contribute to disease and dysfunction.

Age-related gradual loss in synapse number, strength, and proper morphological phenotype occurs in both sexes. However, changes in circulating sex hormones may play a role in age-related alterations in synapse physiology. High circulating concentrations of estrogen enhance dendritic spine density, while high progesterone levels cause decreases in density [21, 22]. These data imply sex hormone changes may work through synapse regulation in causing decreases in hippocampal volume with age that have been reported to be greater in women versus men [23]. However, sex-specific differences in hippocampal volume with aging has not been consistently observed [24]. Other factors that may contribute to synaptic dysfunction with advanced age include the induction of both peripheral inflammation and local neuroinflammation [25]. We have previously reported that the major histocompatibility complex class I (MHCI) pathway is induced with advanced age in hippocampal synapses of old male rats [26] and that across the CNS MHCI (and associated genes) are more highly induced with aging in female than male mice [27]. This raises the possibility that neuroinflammation with aging may differ in nature and magnitude between the sexes. This is supported both by human gene expression data [2] and the findings that female mice display higher numbers of activated Mac-1 positive microglia in the dentate gyrus (DG) and CA1 subregions of the hippocampus when compared to age-matched males [28, 29]. The understanding of the molecular differences in the brain’s aging response is limited with no reports comparing males and females across the lifespan in in-bred, controlled animal models. To further explore sex differences in hippocampal aging, we examined gene expression in young (3 months), adult (12 months), and aged (24 months) male and female C57BL6 mice.

## Methods

### Animals

All animal experiments were executed according to protocols approved by the Penn State University Animal Care and Use Committee. Male and female C57BL/6 mice, substrain NCr (NIA colony Charles River), aged 3 (young), 12 (adult), and 24 (old) months were purchased from the National Institute on Aging colony at Charles River Laboratories (Wilmington, MA). Mice were housed in the Pennsylvania State University College of Medicine Hershey Center for Applied Research facility in ventilated HEPA filtered cages with ad libitum access to sterile food and water (Harlan 2918 diet, irradiated). In this facility, all animals are free of helicobacter and parvovirus. Following a 1-week acclimation period after arrival, male mice were euthanized by decapitation.

In female mice, estrous cycle staging was performed by daily vaginal lavage to control for cycling differences. Estrous cycle staging for all female mice was performed by daily vaginal lavage for 3–4 weeks, and animals were euthanized during diestrous. Lavages were conducted as described previously [27] and using well-established methods [30]. Briefly, sterile filtered water was expelled and aspirated approximately 4–5 times into the vaginal canal until enough cells were obtained for cytological analysis. Water from the vaginal wash was then placed onto a glass slide, allowed to dry, then stained using 0.1% crystal violet. The estrous cycle consists of three major phases: proestrus (high estrogen), estrus (low estrogen), and diestrus (low estrogen). The presence of specific cell types is indicative of each stage of the cycle. Specifically, proestrus is defined by having a predominance of round, nucleated epithelial cells, estrus by cornified squamous epithelial cells, and diestrus by leukocytes with few epithelial cells present [30].

Following euthanasia, the hippocampus (including CA1, CA2, CA3, and dentate gyrus) and cortex (somatomotor/orbital cortices, i.e., frontal cortex) were rapidly dissected. Tissues were then frozen in liquid nitrogen and stored at −80 °C until analysis. Mice used for immunohistochemical analysis were processed as previously described [31]. Animals were anesthesized with ketamine/xylazine and then transcardially perfused with 1× phosphate-buffered saline (PBS) followed by 4% paraformaldehyde buffered in 0.1 M sodium phosphate buffer (pH 7.4). Brains were then postfixed in 4% paraformaldehyde overnight at 4 °C, cryoprotected using 30% sucrose, embedded in Tissue-Tek optimal cutting temperature and then frozen in isopentane on dry ice.

### RNA isolation

RNA preparation from hippocampus and cortex was performed according to standard methods [AllPrep DNA/RNA Mini (Qiagen)] as described previously [32]. RNA quality was assessed by RNA 6000 Nano LabChip with an Agilent 2100 Expert Bioanalyzer (Agilent, Palo Alto, CA). Only samples with RNA integrity numbers greater than 7 were used in subsequent studies. RNA concentration was assessed by relative fluorescence using the RiboGreen assay (Invitrogen, Carlsbad, CA, USA).

### Microarray analysis

Transcriptomic analyses were performed on hippocampal samples derived from male and female young, adult, and old mice (*n* = 4/group, *N* = 24) using Illumina Mouse Ref8 microarrays (Illumina, San Diego, CA) according to standard methods and as previously described [5, 33]. First-strand complementary DNA (cDNA) was synthesized from 500 ng input RNA by 2-h incubation at 42 °C with T7 Oligo(dT) primer, 10× first-strand buffer, dNTPs, RNase inhibitor, and ArrayScript. Second-strand cDNA was synthesized from first-strand cDNA by 2-h incubation at 16 °C with 10× second-strand buffer, dNTPs, DNA polymerase, and RNase H, purified using the Illumina TotalPrep kit (Ambion, Foster City, CA) according to the manufacturer’s protocols and eluted in 19 μL 55 °C nuclease-free water. cRNA was synthesized from second-strand cDNA using the MEGAscript kit (Ambion) and labeled by incubation for 14 h at 37 °C with T7 10× reaction buffer, T7 Enzyme mix, and Biotin-NTP mix. Following purification with the Illumina TotalPrep RNA Amplification kit (Ambion) according to manufacturer’s instructions, cRNA yields were quantitated using a NanoDrop ND1000 spectrometer. Biotinylated cRNA (750 ng) was hybridized by incubating for 20 h at 58 °C at a rocker speed of 5. After incubation, BeadChips were washed and streptavidin-Cy3 stained, dried by centrifugation at 275×*g* for 4 min, scanned and digitized using a Bead Station Bead Array Reader.

Arrays were quality control checked, and initial data analysis using average normalization with background subtraction was performed in GenomeStudio (Illumina). The full microarray dataset has been deposited in the Gene Expression Omnibus, accession# GSE85084. Data was mean normalized and then scaled to make the median of young males 1 in GeneSpring GX (Agilent). Using detection *p* values generated by GenomeStudio, probes were filtered for only those with present or marginal calls in 100% of the samples in at least one of the six experimental groups (male, female/young, adult, or old). This ensured that transcripts not reliably detected in any group were excluded from statistical analysis and that genes potentially expressed in only one experimental animal group were retained. A two-way ANOVA design was used to identify transcripts differentially expressed with the factors of age or sex and those with interactions of the two factors. Pairwise post hoc analysis (Student–Newman–Keuls, *p* < 0.05) was performed on those genes with a significant effect (*p* < 0.05) of age, sex, or interaction effect. Rather than a global multiple testing correction, genes passing the ANOVA and post hoc statistical criteria were filtered for only those with an absolute value fold-change cutoff of |1.2| in accordance with standards for microarray analysis [34] and as previously described [26, 31, 35]. These two rounds of statistical thresholds and fold-change cutoffs were used to produce gene lists with a balance of minimizing type I and type II errors rather than a blanket false discovery rate correction which can produce a high type II error rate [36]. For variance analysis, a gene-by-gene variance (*σ* ^2^) for every gene that passed criteria as expressed was calculated for each group (age × sex). Variance between groups and data was visualized with by plotting the density of variance for each group using R package “ggplot2” version 3.3.0.

### Bioinformatic analysis and visualization

Pathway, function, regulator, and cell-specificity analyses were performed using Ingenuity Pathway Analysis—IPA (Qiagen, Redwood City, CA) software and database (March 2017 release). Cell-specific transcript lists were developed from previous reports [37, 38] (Additional file 1: Tables S1–3) and then imported into IPA for analysis of statistical over-representation. Microglial transcript signatures of classical and alternative priming genes along with the microglial sensome were derived from previous direct sequencing of microglia [39]. M0–M1–M2 phenotype gene expression markers (Additional file 1: Table S4) were derived from [40]. These gene lists were imported into IPA and compared to all gene sets from pairwise comparisons that passed statistical and fold-change cutoffs. For each pathway, process, and regulatory analyses, an overlap *p* value and an activation *z* score were computed [41]. For the cell specificity and microglial gene set analysis, only the *p* value was calculated as a *z* score is not applicable. Custom gene set lists used are provided (Additional file 1: Tables S1–4). The *p* value for enrichment of gene sets was calculated using Fisher’s exact test with Benjamini–Hochberg multiple testing correction based on overlap between genes in the list and known genes pertaining to a function, targets of a transcriptional regulator, or imported gene list. The activation *z* score is used to infer likely activation states of a function or upstream regulator based on the direction of changes in the gene list and literature-derived functional or regulation directions. A *z* score cutoff of >|2| was applied to limit lists to only those functions and regulators with considerable activation (positive *z* score) or inhibition (negative *z* score). Venn diagrams and heatmaps were generated with GeneSpring v14.5 software (Agilent).

### Quantitative PCR

cDNA was reverse transcribed with random primers from 500 ng of total RNA [ABI High Capacity cDNA Reverse Transcription Kit (Applied Biosystems Inc., Foster City, CA)] as previously described [35]. qPCR was performed with gene-specific primer probe fluorogenic exonuclease assays (Additional file 1: Table S5) (TaqMan, Life Technologies) using standard methods [5]. Relative gene expression was calculated with Expressionsuite v 1.0.3 software using the 2^−ΔΔ^Ct analysis method with β-actin as an endogenous control. Sample size for the qPCR analysis was *n* = 7–8/group for both confirmation of the microarray findings in hippocampus and extension of these targets to the cortex.

### Immunoblotting

Hippocampal tissue was solubilized in a detergent-based protein lysis buffer containing protease and phosphatase inhibitors [100 mM NaCl, 20 mM HEPES, 1 mM EDTA, 1 mM dithiothreitol, 1.0% Tween20, 1 mM Na_3_VO_4_, 1 Complete Mini EDTA-Free Protease Inhibitor Cocktail Tablet (Roche Applied Science, Indianapolis, IN, USA) for every 10 mL lysis buffer] using a bead mill (Retsch TissueLyzer II; Qiagen, Valencia, CA, USA). Homogenates were incubated at 4 °C with gentle rocking for 15 min, and insoluble protein was removed by centrifugation (10,000×*g*, 15 min, 4 °C). The soluble protein-containing supernatant was collected, and protein concentrations were determined by bicinchoninic acid quantitation (Pierce, Rockford, IL, USA).

Immnoblotting was performed according to standard methods [42, 43]. Protein samples were adjusted to a concentration of 2 μg/μL in protein lysis buffer and LDS sample buffer (Invitrogen, Carlsbad, CA, USA). Ten micrograms of each prepared protein sample was denatured at 95 °C prior to sodium dodecyl sulfate–polyacrylamide gel electrophoresis separation using Criterion Tris–HCl precast 4–20% acrylamide gradient gels (Bio-Rad, Hercules, CA, USA). An independent gel containing parallel aliquots of study samples was stained with Deep Purple total protein stain (GE Healthcare, Piscataway, NJ, USA) and quantitated by whole-lane digital densitometry (ImageQuant TL; Molecular Dynamics, Sunnyvale, CA, USA) to ensure equal protein content between samples. For immunoblotting, proteins were transferred to polyvinylidene difluoride membranes (HyBond; GE Healthcare), blocked with 3% BSA in PBS containing 1% Tween-20, and incubated with primary antibodies (Additional file 1: Table S6). Membranes were washed with PBS containing 1% Tween-20, incubated with species-appropriate secondary antibodies (Additional file 1: Table S6), and visualized with enhanced chemiluminescence substrate (GE Healthcare). Immunoreactive bands were imaged on film, digitized at a resolution of 800 d.p.i. with a transmissive scanner, and quantitated using automated digital densitometry software with rolling ball background subtraction (ImageQuant TL).

### Immunohistochemistry

Cryosections of mouse brain were sectioned 14 μm thick and processed for immunohistochemistry as previously described [44]. Briefly, cryosections were incubated in blocking solution (10% donkey serum, 5% bovine serum albumin, and 0.5% Triton X-100 in PBS) for 1 h followed by overnight incubation at 4 °C in primary antibodies (Additional file 1: Table S6) diluted in blocking buffer. Sections were then washed in PBS and incubated with appropriate fluorophore-conjugated secondary antibodies for 1.5 h. To label cell nuclei, sections were incubated with Hoechst stain at 100 ng/ml for 30 min at room temperature. Sections were then rinsed with PBS, mounted with Aqua-Poly/Mount mounting medium (Polysciences, Inc.) and covered with glass coverslips. Sections were imaged with a Nikon Eclipse Ti-U inverted research microscope. Whole brain images were taken using ×4 objective and stitched using 40% overlay.

Immunofluorescence assays of mouse brains were executed as previously described [27]. Briefly, brains were sectioned at 12 μm thick each, post-fixed in 2% paraformaldehyde, and rinsed in 1XPBS. Sections were then blocked in 10% donkey serum diluted in 0.1% Triton X-100 in PBS for 1 h at room temperature and incubated overnight at 4 °C in a humid chamber with primary antibodies to C1q and Iba1 (Additional file 1: Table S6) diluted in blocking solution. Slides were washed three times with 0.1% Triton X-100/PBS, then incubated with species-appropriate secondary antibodies (Additional file 1: Table S6) for 2 h at room temperature, protected from light. Following three washes with 0.1% Triton X-100/PBS, sections were rinsed with 1XPBS, and then coverslipped with ProLong Gold antifade mounting media (ThermoFisher). Images were acquired using an Olympus FV10i confocal microscope equipped with a ×60 water immersion objective. Background subtraction was done in ImageJ (rolling ball radius = 50).

### Statistics

All qPCR and immunoblotting data were analyzed using SigmaStat 3.5 (SyStat Software, San Jose, CA). Two-way ANOVA analyses were performed with the factors of sex and age. Post hoc testing was performed by Student–Newman–Keuls (SNK) test with *α* < 0.05. For qPCR and immunoblotting analysis, a Benjamini–Hochberg multiple testing correction was applied to the *F* test result to correct for the number transcripts analyzed, and for immunoblotting, the correction was applied to the number of proteins examined. Multiple testing correction was applied to hippocampal and cortical analyses separately. Gene expression variance was analyzed by two-way ANOVA with SNK post hoc of the inter-animal variances in each group for each gene.

## Results

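Hippocampal RNA from 24 mice was hybridized to 24 arrays, with 4 mice in each of 6 groups: young females (FY), adult females (FA), old females (FO), young males (MY), adult males (MA) and old males (MO). The values analysed are the normalized probe intensities deposited by the authors, on a linear scale, from which background had been subtracted and in which each array had been scaled to the same mean. Intensities under 16 were set to 16 before the log2 was taken, since 22.4% of the deposited values lie below 0. Each pair of groups was compared with limma, in 1 model over all 6 groups, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. The test described in the methods, a two-way analysis of variance with Student-Newman-Keuls post hoc testing and a fold change limit of 1.2, was run beside it and is named the methods' test. Fold changes are log2 values with their standard errors, and group levels are intensities given as mean ± SD over the 4 mice of a group. Where every array of the lower group lies at 16, the fold change is given as at least its value, and where only some do, it depends on this floor.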

To identify age and sex differences in hippocampal gene expression, male and female mouse samples from ages 3 months (young), 12 months (adult), and 24 months (old) were compared by microarray analysis. Estrous cycle stage of the female mice was monitored daily for 3–4 weeks and all female mice were sacrificed during diestrus. Old female mice were confirmed to be in reproductive senescence (permanent diestrus).

### Age-related gene expression changes in males and females

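Of the probes on the array, 11901 (46.3%) had an intensity above 16 in all 4 arrays of at least 1 group and were kept. Of these, 11223 carried a gene symbol, for 8480 genes. Actb, which encodes the cytoskeletal beta-actin, had an intensity of 4522 ± 233 in FY, 4523 ± 297 in FA and 4476 ± 532 in FO, and its log2 fold change from FY to FO was -0.02 (limma, adjusted p = 0.999). Dlg4, which encodes the postsynaptic scaffold protein PSD-95, had an intensity of 316 ± 42.6 in FY, 309 ± 45.6 in FO, 333 ± 49.7 in MY and 344 ± 136 in MO, with 1 old male array apart from the other 3. The number of probes above 16 in a single array ranged from 11775 to 12437, and the median in each group lay between 11935.5 and 12092. Pearson's r of the log2 values between arrays, across the kept probes, ranged from 0.952 to 0.994. Probes are not independent replicates.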

Of the 25,697 probes on the microarray, 9540 passed filtering as expressed in at least one of the experimental groups. To compare the overall gene expression profiles between groups, a principal component analysis (PCA) was performed on the groups using the full set of 9540 expressed genes (Fig. 1a). 

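The first principal component over the 11901 kept probes held 19.1% of the variance, and genes of the choroid plexus, the epithelium that secretes cerebrospinal fluid, were prominent in it. Of the 100 probes with the largest loadings, 11 belonged to the choroid plexus list, among them Ecrg4, Clic6, Sostdc1, Kl and Ttr. Ttr, the choroid plexus carrier of thyroid hormone and retinol, ranged from 536 to 15650 between arrays, and Kl from 26.3 to 1369. The choroid plexus score of an array correlated with its score on this component (Pearson's r = -0.612, permutation p = 0.00133). Spearman's rho was -0.617 (permutation p = 0.00177), and r was -0.471 (permutation p = 0.0264) without the 2 arrays farthest from the median. The same choroid plexus genes enter the component, so these values describe its make-up and do not test an independent association. The second component had r = 0.62 with this score and also 11 choroid plexus probes among its 100 largest loadings, while with every probe scaled to unit variance r was 0.008 for the first component and -0.439 for the second. Sex accounted for 1.2% of the spread of the first component (permutation p = 0.608) and age for 12.1% (permutation p = 0.27). On the second component, with 16.5% of the variance, the shares were 4.8% for sex (permutation p = 0.294) and 14.3% for age (permutation p = 0.197). The fifth component, with 7.5% of the variance, separated the sexes (45.6%, permutation p = 2e-05) and the ages (25.9%, permutation p = 0.00174), and it was the only 1 of the first 6 with a permutation p under 0.05 for either. With unit variance, the third component had such a p for sex (13.5%, permutation p = 0.0276) and age (30.7%, permutation p = 0.00594), and component 4 (40.8%, permutation p = 0.00111) and component 5 (14.4%, permutation p = 0.048) had it for sex, while the first 2 had none. Of the 100 largest loadings of component 5 without that scaling, 40 belonged to the microglia list of Zhang et al., and Eif2s3y, Xist, Klk6, Lyz2 and Ccl4 were among them. These shares were computed for 6 components and 2 factors and the p-values are not adjusted.

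**Figure D1:**
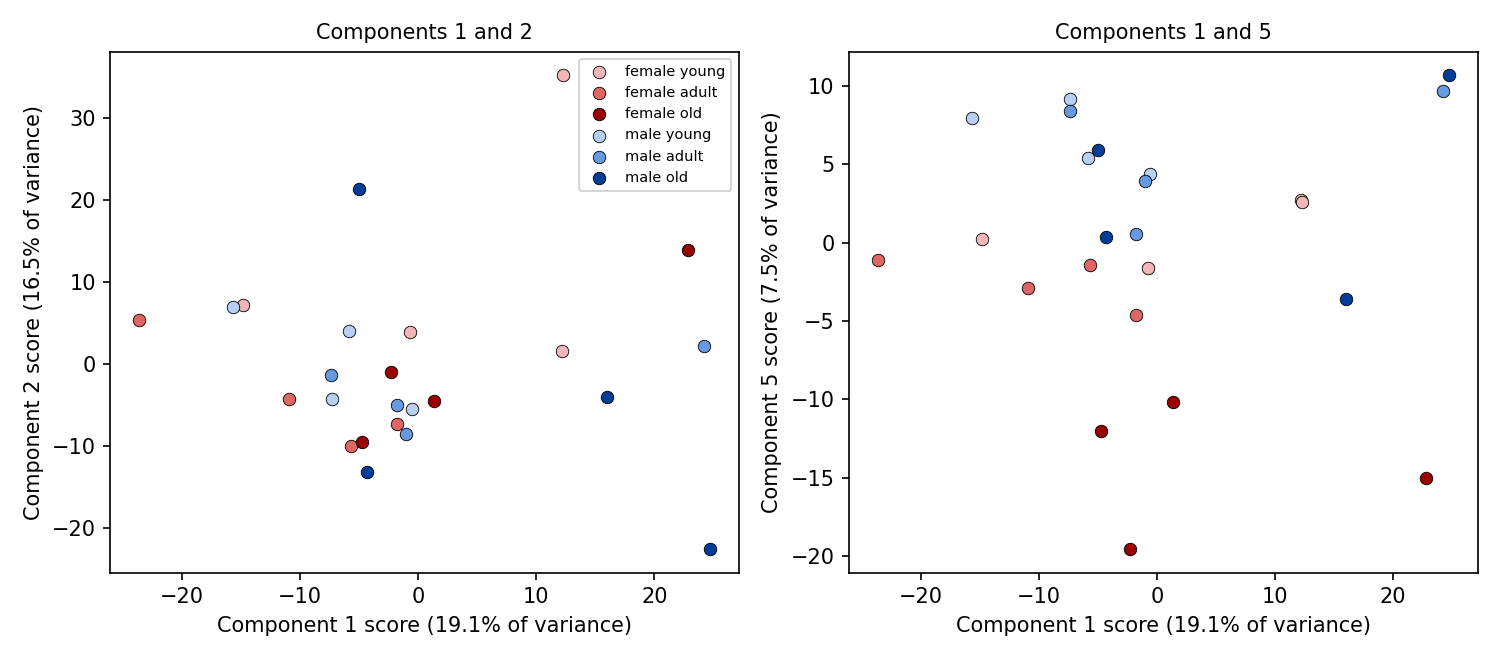
Principal component scores of the 24 arrays over the 11901 kept probes, with component 1 (19.1% of the variance) against component 2 (16.5%) on the left and against component 5 (7.5%) on the right. Each point is 1 mouse, coloured by sex and age, and the 4 old females have the lowest scores on component 5.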

Individual samples segregated (female young—FY, female adult—FA, female old—FO, male young—MY, male adult—MA, male old—MO) by sex in first component by sex and by age in the second component. Female mice showed a larger shift in global gene expression profile with aging when compared to age-matched males. 

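The microglial genes Slamf9 and Hvcn1 had larger mean changes in females than in males, though limma called 0 probes for a difference in aging between the sexes. Slamf9, a receptor of the immunoglobulin superfamily, rose from 24.4 ± 4.09 in FY to 72.6 ± 8.63 in FO and from 22.5 ± 3.67 in MY to 54.7 ± 8.11 in MO. Hvcn1, a voltage-gated proton channel of phagocytes, rose from 18.8 ± 3.41 in FY to 54.7 ± 11.0 in FO, while the intensities in males were 22.9 ± 2.38 in MY and 34.0 ± 5.90 in MO. Over all kept probes, the root mean square difference between the group means was 0.236 between FO and FY and 0.235 between MO and MY. After correction for the spread between mice, the mean squared shift per probe was 0.0267 in females and 0.0156 in males, on the log2 scale. The difference between females and males of 0.0111 did not exceed what other divisions of the mice give (exact permutation p = 0.539 over 4900 relabellings, two-sided). The mean sex difference of each probe was removed before relabelling, so that this p is approximate. The direction of the difference depended on 1 array, as it was -0.00822 without old male replicate 1, and single arrays moved it up to 0.0265 (without young female replicate 2).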

To further assess age and sex-specific differences in gene expression with aging, a two-way ANOVA (factors of sex and age) was performed with pairwise Student–Newman–Keuls post hoc testing on all expressed genes. Genes passing ANOVA and SNK post hoc were further filtered for only those with |>1.2| fold change in the specific significant pairwise comparison. 

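The complement gene C4b, an early component of the classical pathway, had the smallest adjusted p in both sexes, tied with Ccl4 in females. Its intensity was 167 ± 16.2 in FY, 262 ± 55.9 in FA and 736 ± 114 in FO (log2 fold change from FY to FO 2.13, standard error 0.17, adjusted p = 1.13e-07), and 139.9 ± 11.5 in MY, 229 ± 58.6 in MA and 469 ± 121 in MO (log2 fold change from MY to MO 1.71, standard error 0.17, adjusted p = 1.56e-05), with 1 adult male array apart from the other 3. Klk6, a secreted serine protease of oligodendrocytes, rose from 18.0 ± 4.07 in FY to 101 ± 39.5 in FO (log2 fold change 2.42, adjusted p = 7.91e-05), with 3 of 4 FY arrays at 16. Acta2, the actin of vascular smooth muscle, fell from 700.1 ± 156 to 302 ± 48.1. Erdr1 also fell, from 828 ± 217 to 182 ± 138, with 1 old female array at 16. Of the 85 probes called between FO and FY, 79 rose and 6 fell. Between MO and MY, 8 probes rose and 4 fell. Over the 6 comparisons of ages, limma called 94 probes in at least 1, and the methods' test called 894. The limma counts were 43 between FO and FA, and 0 for FA against FY, MA against MY and MO against MA. Single arrays moved these counts. FO against FY had 56 without old female replicate 4, FO against FA had 22, 17 and 24 without adult female replicates 2, 3 and 4 and 23 and 15 without old female replicates 3 and 4, and MO against MY had 6 without young male replicate 1 or 3 and 24 and 29 without old male replicates 1 and 2. FA against FY had 1 without young female replicate 2, and MO against MA had 1 without adult male replicate 4 and 3 without old male replicate 1. With only the compared groups in the fit, the counts were 74 for FO against FY, 4 for FO against FA and 1 for MO against MY. At an unadjusted p under 0.05, limma gave 1305 probes for FA against FY, 246 for MA against MY and 654 for MO against MA, where 595.1 are expected by chance, and the methods' test called 331, 65 and 195. It called 231 for FO against FA, 332 for FO against FY and 372 for MO against MY. Simulated data with no difference between groups gave it 130 to 134 calls on average in each of the 6 comparisons (94 to 172 in single simulations), more than the 65 for MA against MY. Here and below, simulated data drew each probe independently, with its own SD that was the same in all groups. Their ranges therefore do not measure chance for probes that vary together.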

Five hundred sixty-four genes in total were significantly altered in expression with aging in females and/or males as visualized in the heatmap presented in Fig. 1b and are given in Additional file 1: Table S7. Clustering of the individual samples showed a separation by sex and then age similar to that observed with the PCA. Comparing the pairwise age-related differences in females, commonly regulated genes in multiple pairwise comparisons (Fig. 1c) were generally consistent in the direction of change across comparisons. 

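The lysozyme gene Lyz1, Depp1 and S100a6 rose both from adult to old and from young to old females. The intensity of Lyz1 was 272 ± 37.8 in FY, 351 ± 167 in FA and 1054 ± 406 in FO, and its log2 fold changes were 1.63 from FA to FO and 1.88 from FY to FO. Depp1, an autophagy regulator, had log2 fold changes of 1.53 and 1.55 in the same comparisons, with 3 of 4 arrays at 16 in both FA and FY, and S100a6, a calcium-binding protein, had 0.89 from FA to FO and 0.88 from FY to FO. Of the 43 probes that limma called between FO and FA, 40 were also called between FO and FY, all in the same direction, where independent calls would share 0.31. By the methods' test, 155 probes were called in both of these comparisons, all in 1 direction, and 99 in both FA against FY and FO against FY, again all in 1 direction. Both members of each pair of comparisons use the same arrays of 1 group, which alone favours a common direction. Simulated data with no difference between groups gave 42.0 probes called by the methods' test in both of the first pair (range 26 to 59) and 40.9 in both of the second (range 23 to 58), nearly all in 1 direction, and independent calls would share 6.44 and 9.23. Part of the overlap may thus come from the shared arrays.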

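Some genes had lower mean intensities in adult females than in young and old females. Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase, had log2 fold changes of -1.09 from FY to FA and 0.75 from FA to FO. For Dld, a shared subunit of the mitochondrial dehydrogenase complexes, they were -0.99 and 0.73, for Atp5a1, a subunit of ATP synthase, -0.92 and 0.52, and for Nampt, an enzyme of NAD synthesis, -0.70 and 0.54. Ngfr, the low-affinity neurotrophin receptor, went the other way, with 0.42 and -0.57. These genes were chosen after their values were seen, and limma called none of them between FY and FA. Of 79 measured genes of the oxidative phosphorylation list, limma called 0 in either comparison, with medians of 0.00 from FY to FA and -0.04 from FA to FO (adjusted p = 0.911 and 0.482 with an estimated correlation). The methods' test called 46 probes in opposite directions in the 2 comparisons and not between FO and FY, of which 40 were lower and 6 higher in adults, while limma called 0. In males the methods' test called 4 such probes. Both comparisons in females use the same 4 adult arrays, and both in males likewise share the adult male arrays. Simulated data with no difference between groups gave 40.95 such probes on average (range 28 to 55), and 23 of 100 simulations gave at least 46. Probes were drawn independently in these simulations, so this share is no chance probability for probes that vary together.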

The exception being the 48 transcripts in the intersection of FA versus FY and FO versus FA, as these are not differentially expressed in the FO versus FY comparison and demonstrated a “V” or “inverted V” expression pattern across the lifespan. In males, differences with age were consistent across pairwise comparisons (Fig. 1d). 

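Gpr17, a receptor of oligodendrocyte precursors, was lower at each later age in males, with intensities of 193 ± 8.13 in MY, 124 ± 9.31 in MA and 94.8 ± 21.3 in MO. Its log2 fold change from MY to MO was -1.05 (limma, standard error 0.15, adjusted p = 0.00169). The histone genes H2ac7, H2ac12 and H2ac15, which encode replication-dependent H2A proteins, fell between MY and MO with log2 fold changes of -0.98, -0.87 and -0.82. Ppl, Lsp1 and Cela1 rose with log2 fold changes of 0.98, 0.93 and 0.81, where Ppl encodes the cell junction protein periplakin and Lsp1 an actin-binding protein of leukocytes. For Ppl, 3 young male arrays were at 16 and the fourth was slightly above it. By the methods' test, 163 probes were called in both MO against MA and MO against MY and 48 in both MA against MY and MO against MY, and every 1 of them had the same direction in both. Both members of each pair use the same arrays of 1 group, which alone favours a common direction. Simulated data with no difference between groups gave 40.3 (range 25 to 59) and 40.7 (range 24 to 54) such probes, nearly all in 1 direction, and independent calls would share 6.10 and 2.03, so that part of the overlap may come from the shared arrays. Of 12 probes called in both MA against MY and MO against MA, 8 had the same direction and 4 did not. Limma called 12 probes in males, between MO and MY, so that no overlap could be formed from its calls.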

Age-related changes in gene expression showed some commonalities between sexes (Fig. 1e) and were almost always coordinately regulated with age in males and females. However, the majority of age-related changes were sex specific. 

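The protocadherin gene Pcdhb3, which encodes a neuronal cell adhesion protein, rose with age in both sexes, from 117 ± 10.7 in FY to 213 ± 20.5 in FO and from 97.0 ± 7.70 in MY to 177 ± 26.5 in MO. The log2 fold changes were 0.86 in females (limma, standard error 0.12, adjusted p = 0.000132) and 0.86 in males (standard error 0.12, adjusted p = 0.000681). Limma called 6 probes both between FO and FY and between MO and MY, all of which rose in both sexes, where independent calls would share 0.09. The methods' test called 93 probes in both, of which 90 had the same direction, against 10.4 shared and 4.8 shared in the same direction if the calls were independent. Across all kept probes, Pearson's r between the female and the male fold change was 0.399, and probes are not independent replicates. Of the 85 probes called in females, 78 had the same direction in males.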

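Gpnmb, a glycoprotein of activated phagocytes, Tnfsf13b, a cytokine of the tumor necrosis factor family, and Serpina3n, a protease inhibitor of reactive astrocytes, were called in females and not in males. Their log2 fold changes from FY to FO were 1.20 (limma, adjusted p = 0.00829), 1.19 (adjusted p = 0.000888) and 1.20 (adjusted p = 0.0366). For Serpina3n the intensity was 464 ± 9.73 in FY, 1091 ± 275 in FO and 649 ± 311 in MO. The difference between the sexes was itself tested as the change from FY to FO less the change from MY to MO. Limma called 0 of 11901 probes for this difference, with a lowest adjusted p of 0.0953 and 699 probes at an unadjusted p under 0.05, where 595.1 are expected by chance. The methods' analysis of variance includes an interaction of age and sex over all ages, whose count is not given here. It has no pairwise call for this difference. Among the 85 probes called in females, the change was larger in size in females for 83, and for 52 the difference had an unadjusted p under 0.05, but these probes were chosen for their change in females. The median log2 fold change of the 79 that rose was 0.96 in females and 0.46 in males.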

Comparisons across all six pairwise comparisons are presented in Additional file 1: Figure S1.

**Fig. 1:**
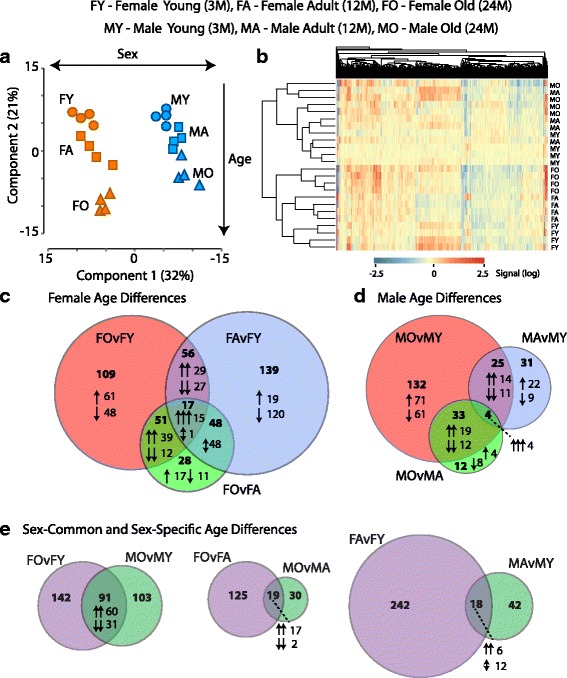
Hippocampal gene expression changes with aging. **a** Principle component analysis (PCA) of individual samples using all expressed genes. Groups separated by sex along the 1st component and by age in the 2nd component. **b** Heatmap presentation of all age-related gene expression differences. Samples were clustered (Euclidean distance) by sex and age. **c** Comparison of pairwise age-related changes in females. Total numbers of genes and direction of change (induction/reduction). For intersections patterns in respective groups are also noted. **d** Venn diagram of pairwise aging changes in males. **e** Comparison of age-related differences between males and females

Previous studies have also reported increased variability of gene expression with aging at the cell-to-cell [45] and inter-animal (animal-to-animal) [46, 47] levels, suggestive of a loss of tight transcript control with aging. Inter-animal variance (*σ* ^2^) was computed for each expressed gene within each group. Examining the distribution of variance in males and females across the lifespan, an increase in gene expression variance was evident with aging (two-way effect of age and interaction of age and sex) (Fig. 2a). 

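The inter-animal variance of a probe was taken over the log2 values of the 4 mice of a group. Its median over the 11901 kept probes was 0.0308 in FY, 0.018 in FA and 0.0239 in FO. In males the median was 0.0162 in MY, 0.0281 in MA and 0.0547 in MO. The median SD of a probe between mice was thus 0.127 in MY and 0.234 in MO on the log2 scale. The intensity of Serpina3n, a protease inhibitor of reactive astrocytes, had an SD of 311 over the 4 old males, 44.8 over the 4 young males and 275 over the 4 old females. The mouse was the unit of each test of variance, since probes of 1 array are not independent. Values were centred on their group means before the mice were divided, so that the p-values of these tests are approximate. The paper states that variance rises with aging and that age and sex interact.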

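Old males had a median log2 variance 1.76 above that of young males (a ratio of 3.39), and the variance of 79.1% of probes was larger in MO (exact permutation p = 0.0286 over 70 divisions of 8 mice, two-sided, the smallest p that 4 mice against 4 allow). Against adult males the difference was 0.96 (a ratio of 1.95), with 68% of probes larger in MO (exact permutation p = 0.2), and it was 0.176 without old male replicate 1, 0.511 without old male replicate 3 and 1.56 without adult male replicate 3 (exact permutation p = 0.0286). The root mean square deviation of an array from its group mean was 0.356 for old male replicate 1, 0.335 for old male replicate 3, 0.21 for old male replicate 2 and 0.248 for old male replicate 4, and 0.141 to 0.272 for the arrays of the other groups. In old male replicate 3, the list of pyramidal cells of the somatosensory cortex of Zeisel et al. had a score of 0.501, against -0.138 to 0.123 in the other 23 arrays, and the list of CA1 pyramidal cells had -0.254, against -0.101 to 0.127. Without old male replicates 1 and 3 the difference between MO and MY was -0.38 (exact permutation p = 0.733), an alternative chosen after the values were seen. Without any 1 old male the exact permutation p was 0.0571, above the smallest that 3 mice against 4 allow (0.0286), so that the call was lost, with a difference of 0.98 to 1.87.

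**Figure D2:**
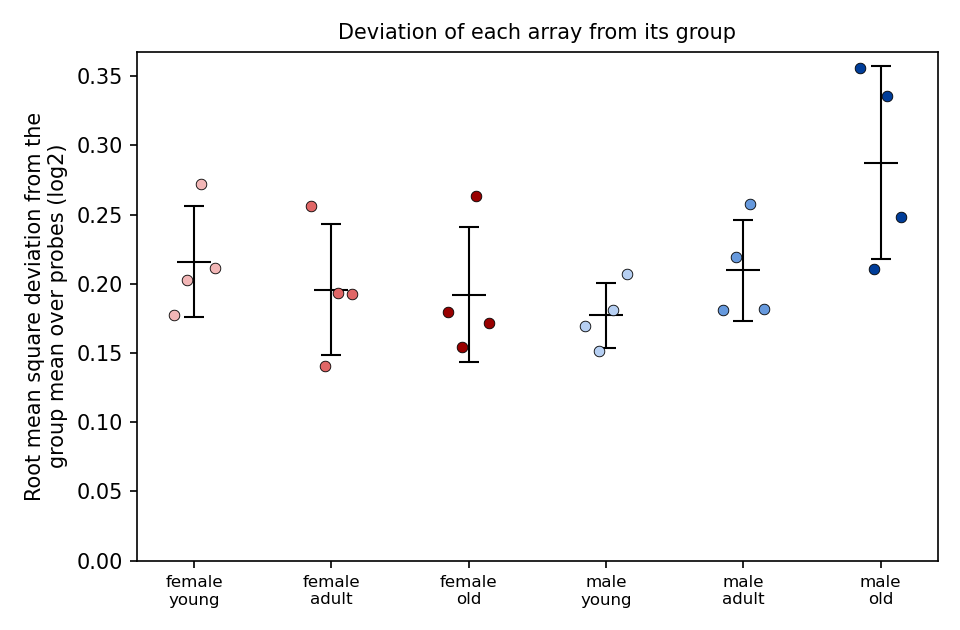
Root mean square deviation of each array from the mean of its group over the 11901 kept probes, on the log2 scale. Each point is 1 mouse, and horizontal lines with bars give the mean and SD of 4 mice; old male replicates 1 and 3 have the largest values, 0.356 and 0.335.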

Post hoc testing (SNK) reveals an increase in expression variance in old males as compared to young and adult males. 

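The median log2 variance of probes differed by -0.36 between old and young females, with 43.1% of probes larger in FO (exact permutation p = 0.457). Between old and adult females the difference was 0.41, with 56.9% of probes larger in FO (exact permutation p = 0.714). Neither sign was stable, as leaving out 1 array at a time gave -1.37 to 0.617 for FO against FY and -0.601 to 0.812 for FO against FA. The lysozyme gene Lyz1 had an SD of 406 over the 4 old females and 37.8 over the 4 young females. A p above 0.05 does not show that the variances are equal.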

No differences with age in variance were observed in females. 

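In old mice the median log2 variance was 1.19 higher in males than in females (a ratio of 2.29), and 71.9% of probes had the larger variance in MO (exact permutation p = 0.171). In young mice the difference, males less females, was -0.93, with 34.5% of probes larger in MY (exact permutation p = 0.114; -1.35 to 0.0522 without 1 array). In adult mice it was 0.64, with 62.6% of probes larger in MA (exact permutation p = 0.2). The erythrocyte gene Hba-a1, an alpha globin, had an SD of 4390 over the 4 old females and 518 over the 4 old males. Leaving out old female replicate 3 brought the old-age difference to 2.20 (exact permutation p = 0.0286), and leaving out old male replicate 1 brought it to 0.41.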

Comparing differences in variance between sexes at each age, male gene expression was more variant than females in old age but not different at young and adult ages (Fig. 2b).

**Fig. 2:**
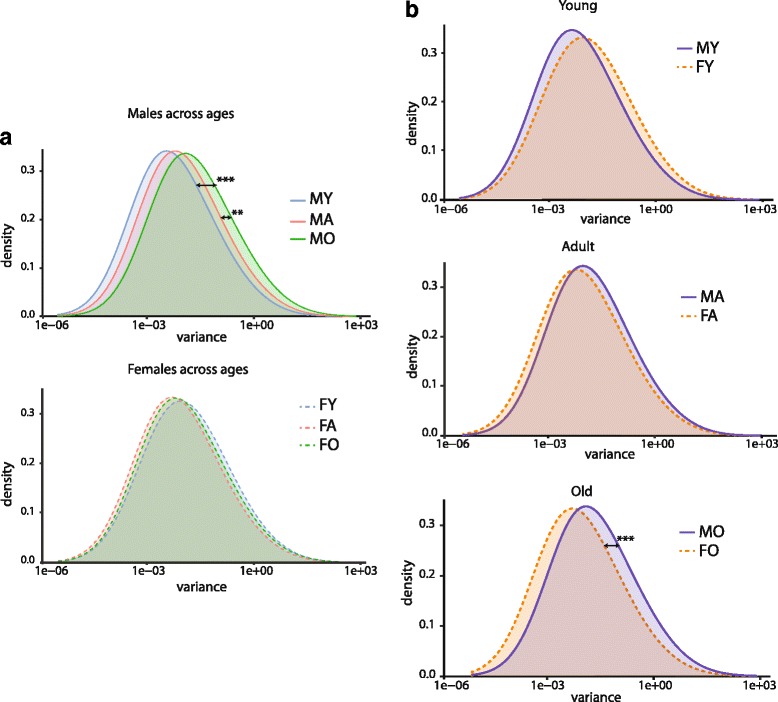
Gene expression variance with aging. **a** The distribution of inter-animal variance across ages was compared for females and males. Increasing variance with age was evident in males but not females. **b** Pairwise comparisons of variance between males and females at each age. Two-way ANOVA, SNK **p < 0.01, ***p < 0.001

To place age-related changes in gene expression into a biological context, each set of pairwise aging differences was analyzed for over-representation of pathways (Fig. 3a), processes (Fig. 3b), and regulators (Fig. 3c). Activation of inflammatory pathways was evident in both females and males with aging. 

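Complement genes rose in old females. Of 7 measured members of the complement list, 4 rose from FY to FO and 0 fell (4 rose and 1 fell adjusted over the list alone), with a median log2 fold change of 0.93. C1qb, a chain of the initiator of the classical pathway, rose from 463 ± 30.4 in FY to 972 ± 214 in FO (log2 fold change 1.05, standard error 0.14, adjusted p = 0.000132). Of 12 pattern recognition and Fc receptor genes, 9 rose and 0 fell in females (10 rose adjusted over the list alone), with a median of 0.93, among them Fcgr2b and Fcgr3, low-affinity receptors for immunoglobulin G, with log2 fold changes of 1.24 for Fcgr2b, with 2 of 4 FY arrays at 16, and 0.94 for Fcgr3. In males, 1 complement gene, C4b, rose from MY to MO (4 rose and 1 fell adjusted over the list alone), and the list's median was 0.32. No pattern recognition gene was called in males over all probes, while 6 rose adjusted over the list alone, with a median of 0.42. Limma's camera with a preset correlation of 0.01 gave an adjusted p of 6.32e-08 for complement and 3.37e-29 for pattern recognition in females, and these lists had 0.0168 and 0.000301 with an estimated correlation. In males the same lists had adjusted p-values of 0.000684 and 1.26e-06, and both had an adjusted p = 0.22 with an estimated correlation, so that the call of these lists in males was lost. The choroid plexus list was lower in both sexes at old age, with a median log2 fold change of -1.81 in females and -1.37 in males, as were meningeal genes with -0.82 and -0.82, and both lists lost their call in each sex with an estimated correlation (adjusted p = 0.182, 0.53, 0.0923 and 0.386).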

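Between adult and old females, the chemokine Ccl9 rose from 27.9 ± 4.35 in FA to 57.0 ± 9.32 in FO (log2 fold change 1.03, standard error 0.20, adjusted p = 0.0121). Its intensity in FY was 46.5 ± 9.64, with a log2 fold change of 0.31 from FY to FO. Most of its rise was thus a return from a lower level in adults. Ccl9 was among the probes that the methods' test called in opposite directions from FY to FA and from FA to FO. Ccl3, a chemokine of microglia and macrophages, was at 16 in every FA array and at 34.4 ± 9.03 in FO, a log2 fold change of at least 1.06. Trem2, a microglial lipid receptor, rose by 0.80 and Cd84, a receptor of the SLAM family, by 0.94, with 2 of 4 FA arrays at 16, on the log2 scale between FA and FO. Of 12 measured chemokines, 3 rose and 0 fell (7 rose adjusted over the list alone), of 12 pattern recognition and Fc receptor genes 8 rose and 0 fell (10 rose adjusted over the list alone), and of 7 complement genes 4 rose (4 adjusted over the list alone). The median log2 fold changes of these lists were 0.74, 0.73 and 0.76. With limma's camera, all 3 lists passed with a preset correlation and with an estimated correlation (adjusted p = 0.00157, 0.00166 and 0.0388 with an estimated correlation). From FY to FA, limma called 0 probes (1305 at an unadjusted p under 0.05, and 331 by the methods' test), and no list passed with an estimated correlation.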

Importantly, in females, these changes are evident in both young versus old (FY vs FO) and adult versus old (FA vs FO) comparisons indicating a more pronounced activation later in the lifespan (Fig. 3a, b). Common upstream regulators were also evident with aging (Fig. 3c), including a number of pro-inflammatory factors. 

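The knowledge base behind the named regulators was not used here, and the genes below are targets and receptors of cytokines from lists fixed in advance. Osmr, a receptor subunit for oncostatin M, rose from 47.2 ± 5.33 in FY to 93.0 ± 5.67 in FO (log2 fold change 0.98, standard error 0.14, adjusted p = 0.000253). Trim30a, an interferon-induced gene, had a log2 fold change of 0.55 from FY to FO (adjusted p = 0.0191), with 1 of 4 FY arrays at 16. Of 16 measured genes of the type I interferon response, 1 rose and 0 fell between FY and FO (2 rose adjusted over the list alone), with a median log2 fold change of 0.44. Limma's camera gave this list an adjusted p of 1.61e-06 with a preset correlation and 0.187 with an estimated correlation. Of 12 measured chemokines, 5 rose and 0 fell between FY and FO (7 rose adjusted over the list alone), with a median of 0.61 and an adjusted p of 0.000301 with an estimated correlation. In males the interferon list had a median of 0.14 from MY to MO (adjusted p = 0.119) with 0 of 16 genes called by limma and 0 by the methods' test, and the chemokine list had a median of 0.05 (adjusted p = 0.309 with an estimated correlation).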

Full lists of pathways, regulators, and processes are in Additional file 1: Table S8.

**Fig. 3:**
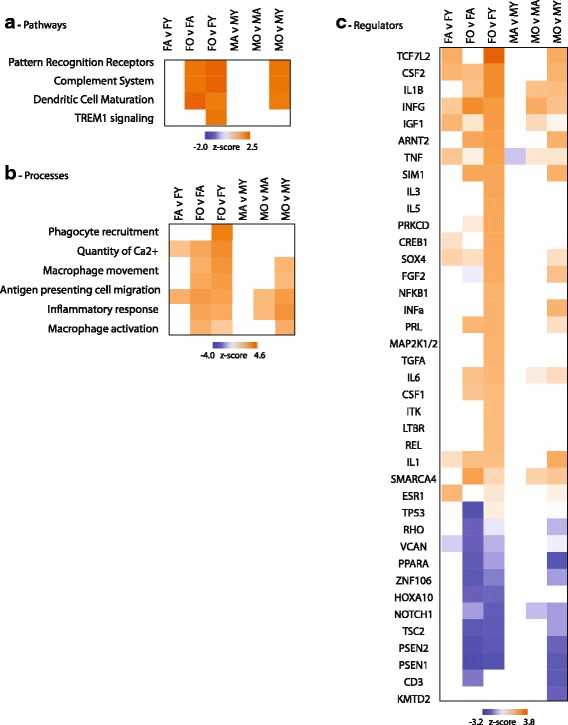
Pathway, function, and regulatory analysis of age-related transcriptomic changes. Age-related gene expression changes were analyzed with Ingenuity Knowledge Base for differentially regulated pathways (**a**), functions (**b**), and regulators (**c**). A relevant selection of over-represented categories (Fisher’s exact test *p* < 0.05) is given in heatmap form with coloring according to the computed *z* score. *Z* scores are based on prior knowledge of known regulatory functions and direction of changes in the current dataset. *Z* scores >2 indicate significant activation with aging and <−2 indicate significant inhibition with aging. Abbreviations are detailed in Additional file 1: Table S8

Recent studies have begun to define sets of genes that are solely expressed/highly enriched (e.g., >10 fold) in specific cell types using RNA sequencing of individual cells with post hoc definition of the individual cell’s identity [37] or purification of individual cell types followed by RNA sequencing [38] (Additional file 1: Table S1–3). Using cell-specific gene sets for neurons, astrocytes, microglial, endothelial, mural, oligenodrocyte, and other cells as references, it is possible to determine if there are more age-related changes arising from specific cell types than would be expected by random chance. In the current dataset, a high level of enrichment in microglia-specific and to a lesser extent astrocyte-specific genes was evident for age-related changes in gene expression (Fig. 4a) but not of other cells types examined.

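Of 188 measured genes of the microglia list of Zhang et al., 41 rose from FY to FO and 0 fell (72 rose and 1 fell adjusted over the list alone), with a median log2 fold change of 0.31. Of 196 microglia genes of Zeisel et al., 34 rose and 0 fell (61 rose and 1 fell adjusted over the list alone), with a median of 0.19. Tmem119, a surface marker of resident microglia, rose from 58.6 ± 3.67 in FY to 102 ± 16.2 in FO (log2 fold change 0.79, standard error 0.15, adjusted p = 0.00752), and Fcer1g, the shared gamma chain of Fc receptors, had a log2 fold change of 0.92. In males, 2 genes of the Zhang list rose from MY to MO (17 adjusted over the list alone) and 1 of the Zeisel list (15 adjusted over the list alone). With limma's camera and an estimated correlation, the adjusted p was 0.000597 for the Zhang list and 0.000429 for the Zeisel list in females, and 0.231 and 0.22 in males, where the call held only with the preset correlation. For the difference between the sexes, the medians were 0.26 and 0.21, with an adjusted p = 0.237 for both with an estimated correlation. The astrocyte lists did not pass in old females. The median log2 fold change was -0.02 over 88 genes of Zhang et al. (1 rose, 2 adjusted over the list alone, camera adjusted p = 0.914) and 0.01 over 137 genes of Zeisel et al. (2 rose, 4 adjusted over the list alone, adjusted p = 0.703). A list of 7 reactive astrocyte genes rose in females, with 4 called (6 adjusted over the list alone) and a median of 0.98 (adjusted p = 0.00145 with an estimated correlation), among them Cd44, an adhesion receptor (log2 fold change 0.88), and Aspg (1.02), each with 3 of 4 FY arrays at 16. Of the calls of the methods' test between FO and FY, 70 were in the Zhang microglia list (Fisher's exact test, adjusted p = 4.62e-58), 7 in its astrocyte list (0.0455) and 20 in its endothelial list (1.52e-06).

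**Figure D3:**
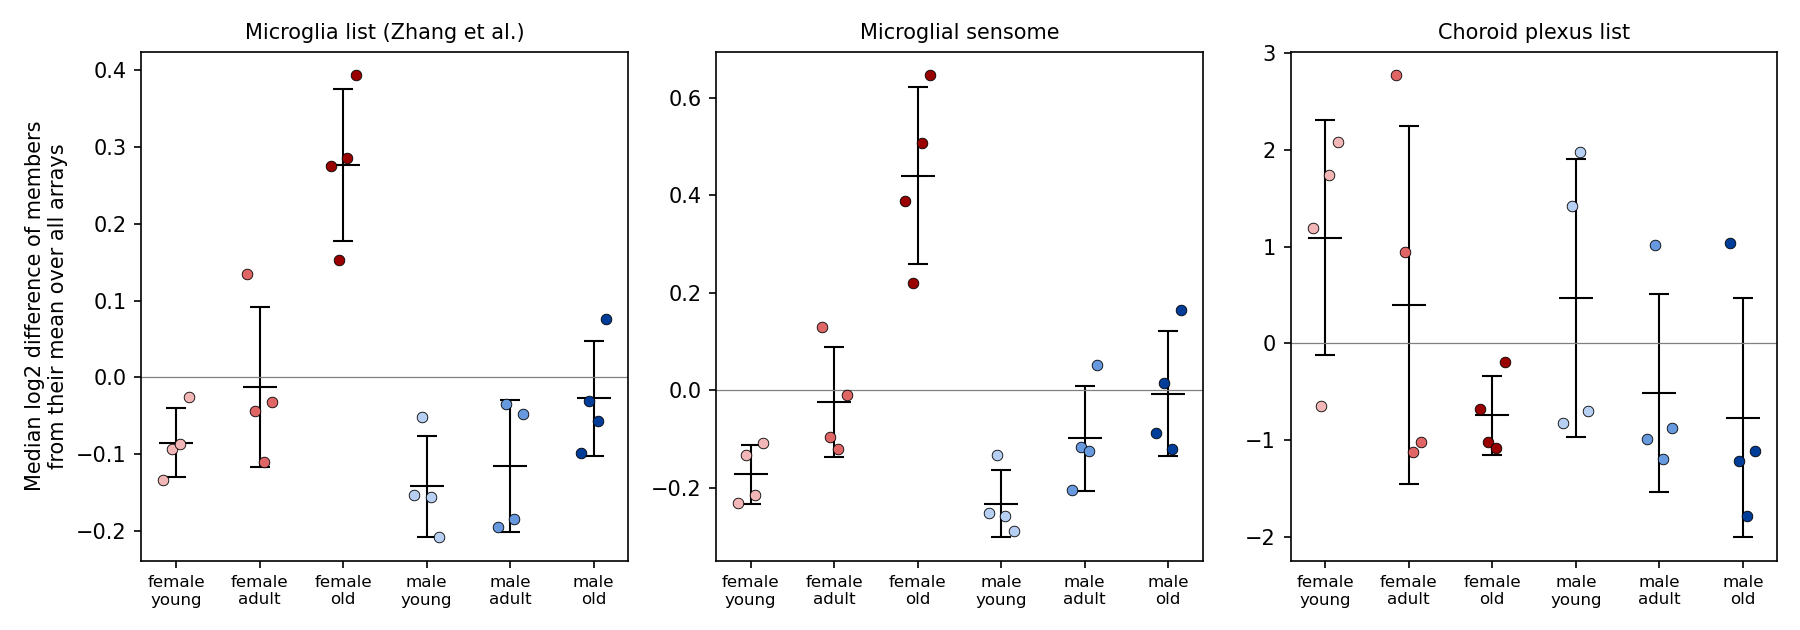
Score of each array for the microglia list of Zhang et al., the microglial sensome and the choroid plexus list, as the median over members of the log2 difference from their mean over all arrays. Each point is 1 mouse, and horizontal lines with bars give the mean and SD of 4 mice; the 4 old females lie above every other group's mean in both microglial lists.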

**Fig. 4:**
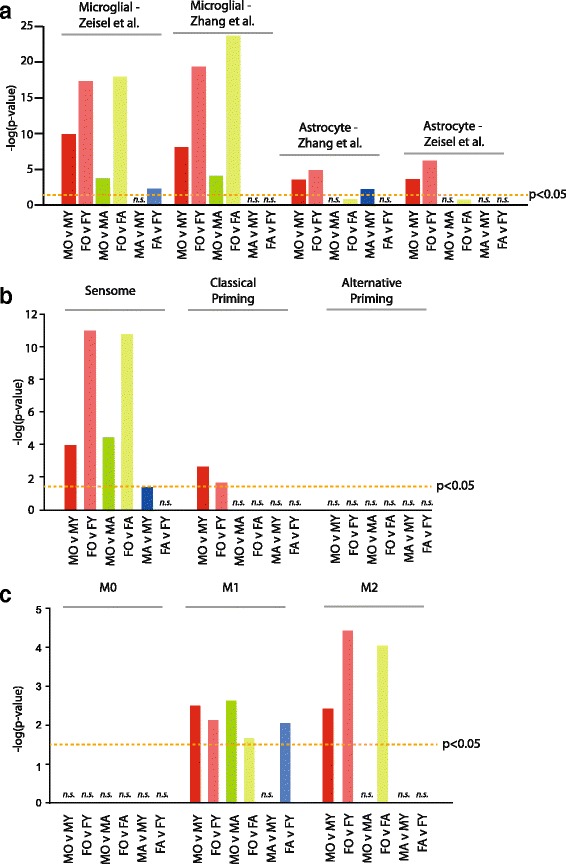
Enrichment of age-related changes in cell-specific transcripts. **a** Cell-specific transcripts from previous reports (Zeisel et al. [30] and Zhang et al. [31]) were compared to each pairwise set of age-related changes. Fisher’s exact test *p* values are plotted for cell types with significant over-representations. **b** Using gene sets derived from Hickman et al. [32] for the sensome, classical priming, and alternative microglial priming, a significant over-representation of sensome genes, in particular, is evident. **c** Previously published gene sets indicative of M0, M1, and M2 microglial states [33] were also examined for over-representation of age-related genes

Similarly, recent work has sought to place microglial genes in further subsets such as the sensome, classical priming, and alternative priming. The microglial “sensome” is defined as a distinct set of messenger RNA (mRNA) transcripts that encode for proteins involved in microglial sensing of endogenous ligands and pathogens [39]. Sensome genes were highly over-represented in age-related changes with limited or no enrichment for classical and alternative priming genes, potentially indicating an altered surveilling state with aging but not consistent with a prototypical microglial priming response (Fig. 4b). This is further demonstrated by an enrichment of both M1 and M2 activation state markers (from [40]) in males and females with aging (Fig. 4c).

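Of 42 measured sensome genes, 18 rose from FY to FO and 0 fell (26 rose adjusted over the list alone), with a median log2 fold change of 0.59. Cd86, a costimulatory receptor, rose from 27.0 ± 1.79 in FY to 47.3 ± 8.04 in FO (log2 fold change 0.80, standard error 0.18, adjusted p = 0.0346), and Gpr84, a receptor for medium-chain fatty acids, was at 16 in every FY array and at 32.0 ± 6.84 in FO, a log2 fold change of at least 0.97. In males, 1 sensome gene rose from MY to MO (11 adjusted over the list alone), with a median of 0.22. Limma's camera gave the list an adjusted p of 0.000301 with an estimated correlation in females and 0.22 in males, where the call held only with the preset correlation. Of 11 measured classical priming genes, 0 were called by limma between FO and FY (0 adjusted over the list alone), with a median of 0.03 (adjusted p = 0.185), and the methods' test called 1. Of 7 alternative priming genes, limma called 0 (0 adjusted over the list alone), with a median of -0.03 (adjusted p = 0.995), and the methods' test called 0. Between MO and MY, the methods' test called 3 classical priming genes (Fisher's exact test, adjusted p = 0.0301), while limma called 0 (2 rose and 1 fell adjusted over the list alone), with a median of -0.19 and a mean of 0.04, which differ in sign. From the enrichment of sensome over priming genes, the paper proposes an altered surveilling state of microglia with aging, apart from a prototypical priming response.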

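Between FY and FO, 5 of 21 measured M1 genes rose (6 rose and 2 fell adjusted over the list alone) and 2 of 26 M2 genes rose (4 adjusted over the list alone), with 0 falling in either list over all probes. The median log2 fold changes were 0.08 for M1 (-0.08 with the filter raised from 16 to 32, an alternative chosen after the values were seen) and 0.04 for M2, and limma's camera gave adjusted p-values of 0.000788 and 0.00283 with a preset correlation and 0.098 and 0.0571 with an estimated correlation, so that both calls were lost. Of 25 M0 genes, 2 rose (6 adjusted over the list alone), with a median of 0.13 and an adjusted p of 0.000828 with an estimated correlation. Fcgr1, the high-affinity receptor for immunoglobulin G, was at 16 in every FY array and rose by at least 0.59 on the log2 scale. Chil1, a chitinase-like protein, rose by 0.59. In males, limma called 0 of the M1 and 0 of the M2 genes between MO and MY (2 M1 genes rose, and 3 M2 genes rose and 1 fell, adjusted over the list alone), with medians of -0.04 and 0.07 and adjusted p-values of 0.719 and 0.22 with an estimated correlation. The M1 list in males had a mean of -0.16, while camera, which compares moderated t-values of members with those of other genes, placed it higher in MO. The methods' test called 2 M1 genes (Fisher's exact test, adjusted p = 0.39) and 4 M2 genes (adjusted p = 0.0495) in males.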

### Sex differences in hippocampal gene expression across the lifespan

The above analyses have focused on age-related changes in gene expression but sex-differences within each of the ages were also examined. For genes which were statistically significant for sex as a factor or showed an interaction of sex and age, pairwise sex comparisons within each age were also performed and filtered for fold differences |>1.2|. 

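Kdm6a, an X-linked histone demethylase that escapes X inactivation, had a higher mean in females at each age, with intensities of 390 ± 11.3 in FY and 290 ± 10.6 in MY (log2 difference 0.43, standard error 0.09, adjusted p = 0.107), of 436 ± 42.0 in FA and 304 ± 28.3 in MA (log2 difference 0.52, standard error 0.09, adjusted p = 0.00826) and of 436 ± 54.9 in FO and 291 ± 10.6 in MO (log2 difference 0.57, adjusted p = 0.00151). Eif2s3y, a Y-linked translation factor, was at 16 in every female array and at 255 ± 9.43 in MY, 309 ± 61.3 in MA and 298 ± 91.5 in MO. Limma called 4 probes between FY and MY, 6 between FA and MA and 21 between FO and MO. The young count was 7 without young female replicate 2, and the old count was 13, 11 and 9 without old female replicates 1, 3 and 4, 10 without old male replicate 3 and 4 with only the compared groups in the fit. With an erythrocyte covariate, chosen after the values were seen, the old count was 8. All 4 of the young and all 6 of the adult calls were shared with the next age or ages, in the same direction. The methods' test called 331, 343 and 532 probes, where simulated data with no difference between groups gave 203 on average at old age. It called 75 probes in both young and adult mice, of which 35 had the same direction and 40 the opposite one, 76 in adult and old mice, of which 73 had the same direction, and 58 in young and old mice, of which 52 had the same direction.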

Most sex differences were found to be age specific (Fig. 5a) with those changes common across ages being coordinately regulated. Sex differences are presented in heatmap form in Fig. 5b and full gene lists are in Additional file 1: Table S9. Analyzing sex differences in expression for over-representation of pathways, processes, and regulatory factors (Fig. 6a–c) reveals primary effects at old age with females demonstrating positive *z* scores, indicating activation, for inflammatory processes as compared to old males (Additional file 1: Table S10). 

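The chemokine Ccl12 was higher in old females than in old males, with intensities of 43.5 ± 8.63 in FO and 21.4 ± 3.54 in MO (log2 difference 1.01, standard error 0.21, adjusted p = 0.048). Ms4a6d, a membrane protein of macrophages, was at 65.7 ± 18.7 in FO and 34.5 ± 1.56 in MO (log2 difference 0.89, adjusted p = 0.0279), and Peli2, a ubiquitin ligase of Toll-like receptor signaling, differed by 0.67. Tlr7, a receptor for single-stranded RNA, differed by 0.86 (adjusted p = 0.048), with overlapping arrays. Of 12 measured chemokines, 3 were higher in FO and 0 lower (5 higher adjusted over the list alone), with a median log2 difference of 0.21. Of 12 pattern recognition and Fc receptor genes, 1 was higher (10 adjusted over the list alone), with a median of 0.58, and of 7 complement genes 1 was higher (4 adjusted over the list alone), with a median of 0.51. Limma's camera gave adjusted p-values of 0.0172, 0.0118 and 0.0705 for these lists with an estimated correlation, so that the call for complement was lost. Of 16 type I interferon genes, 1 was higher (7 adjusted over the list alone), with a median of 0.54 and an adjusted p = 0.128 with an estimated correlation. In the same comparison, the 3 measured erythrocyte genes had a median log2 difference of 1.27 (adjusted p = 0.139 with an estimated correlation), and 3 were higher adjusted over the list alone. The test of the difference in aging between the sexes gave chemokines a median of 0.56 (adjusted p = 0.0391 with an estimated correlation). Such a difference can also come from young mice. For Ccl21a, Ccl21b and Ccl21c it was 2.2, 1.701 and 1.754, none called. Their log2 differences were -2.248, -1.715 and -1.758 between FY and MY, and -0.048, -0.014 and -0.005 between FO and MO. Ccl4 instead was at 16 in every FY and MY array and differed at old age (80.2 in FO, 29.3 in MO).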

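Fcrls, a microglial Fc receptor-like protein, was at 165 ± 19.0 in FO and 105 ± 22.2 in MO (log2 difference 0.68, standard error 0.14, adjusted p = 0.048). Of 188 measured microglia genes of Zhang et al., 8 were higher in old females than in old males and 0 lower (65 higher adjusted over the list alone), with a median log2 difference of 0.34. Of 196 microglia genes of Zeisel et al., 7 were higher (49 adjusted over the list alone), with a median of 0.21, and of 42 sensome genes 2 were higher (24 adjusted over the list alone), with a median of 0.42. Each list had an adjusted p = 0.0118 from limma's camera with an estimated correlation. The score of the Zhang list was 0.304 higher in FO than in MO (exact permutation p = 0.0286), and that of the sensome 0.447 higher (exact permutation p = 0.0286). Scores of other cell types were also higher in FO, by 0.541 for reactive astrocyte genes, 0.079 for astrocytes and 0.061 for mural cells of Zeisel et al. (exact permutation p = 0.0286 for each, not adjusted over the 47 lists; adjusted p = 0.0623, 0.394 and 0.872 from camera with an estimated correlation). Globin transcripts were higher on average in FO and differed more between the arrays of that group, with an intensity of 5399 ± 4390 for Hba-a1 in FO and 2148 ± 518 in MO. The same lists were compared at younger ages, where the Zhang list had a median of 0.10 between FA and MA (adjusted p = 0.749 with an estimated correlation) and 0.07 between FY and MY (adjusted p = 0.873 with an estimated correlation).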

When examining overrepresentation of genes expressed by a single cell type, sex differences in old age were highly enriched for microglia-specifc genes (Fig. 6d) and sensome genes in particular (Fig. 6f). Additionally, enrichment of M0 and M1 marker genes was evident in old animal sex differences with M2 markers enriched in sex differences at the adult age (Fig. 6f).

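Between FO and MO, 2 of 21 measured M1 genes were higher in females (5 adjusted over the list alone) and 0 lower, with a median log2 difference of 0.16 (adjusted p = 0.0705 with an estimated correlation, so that the call with the preset correlation was lost). The score of the M1 list was 0.19 and that of the M0 list 0.173 higher in FO (exact permutation p = 0.0286 for each), and that of the M2 list 0.07 higher (exact permutation p = 0.343), not adjusted over the 47 lists. Of 25 M0 genes, limma called 0 (2 were higher adjusted over the list alone), with a median of 0.15 (adjusted p = 0.147), and the methods' test called 3 (Fisher's exact test, adjusted p = 0.232). Of 26 M2 genes, 1 was higher (5 higher and 1 lower adjusted over the list alone), with a median of 0.06 (adjusted p = 0.311 with an estimated correlation). Between FA and MA, limma called 0 of the M2 genes (0 adjusted over the list alone) and the methods' test called 0, with a median of 0.04 (adjusted p = 0.431). The M0 and M1 lists between FA and MA had medians of 0.00 and 0.09 (adjusted p = 0.994 and 0.412).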

**Fig. 5:**
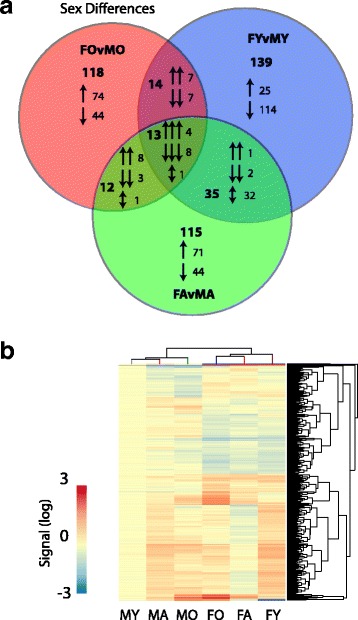
Hippocampal gene expression sex differences across the lifespan. **a** Sex-differences at each age are compared with the number of genes and direction of change (induction/reduction) noted. **b** Heatmap presentation of all sex differences in gene expression

**Fig. 6:**
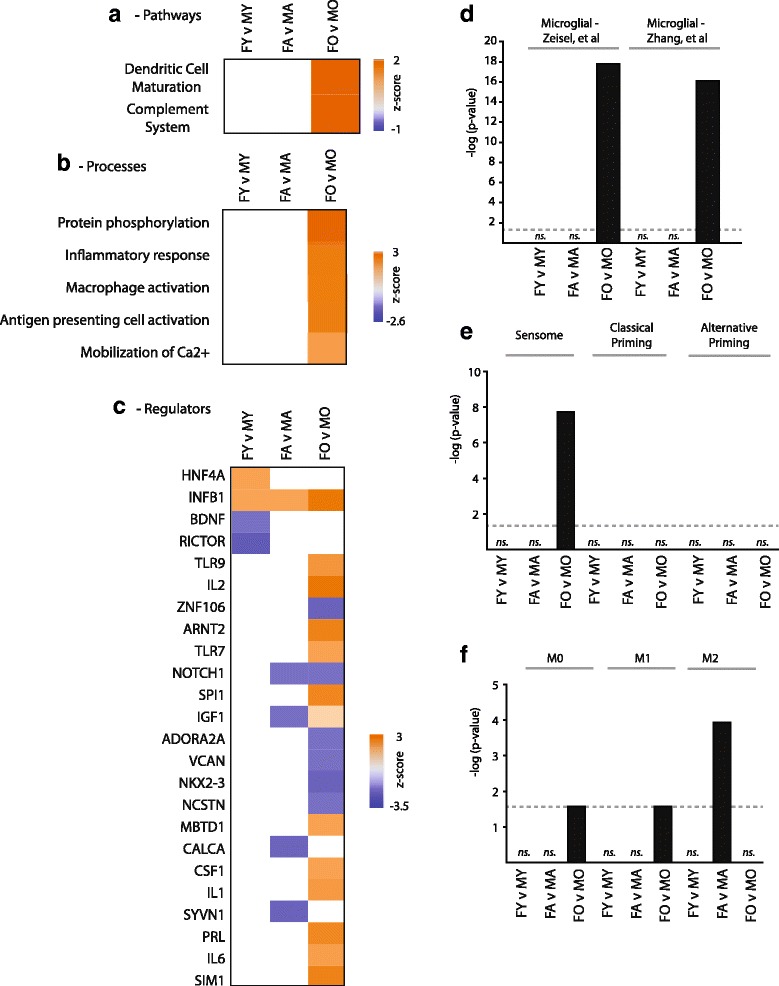
Pathway, function, and regulatory analysis of sex differences in gene expression. A selection of statistically over-represented pathways (**a**), functions (**b**), and regulators (**c**) are presented with *z* scores is given in heatmap form with coloring according to the computed *z* score. *Z* scores are based on prior knowledge of known regulatory functions and direction of changes in the current dataset. *Z* scores >2 indicate significant activation in females as compared to males and <−2 indicate significant inhibition in females compared to males. **d** Cell-specific transcripts from previous reports [30, 31]) were compared to each pairwise set of sex differences. Fisher’s exact test *p* values are plotted for cell types with significant over-representations. Gen sets derived for the sensome, classical priming, and alternative microglial priming [32] (**e**),and gene sets indicative of M0, M1, and M2 microglial states (**f**) [33] were also examined for over-representation of age-related genes. Abbreviations are detailed in Additional File: Table S10

### Confirmation of differential gene and protein expression

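Of the complement and chemokine ligands C1qa, C1qc and Ccl4, each rose from FY to FO on the arrays. C1qa, the A chain of the complement initiator C1q, had an intensity of 98.5 ± 9.67 in FY, 112 ± 11.6 in FA, 219 ± 32.6 in FO, 97.1 ± 6.21 in MY, 106 ± 9.68 in MA and 123 ± 24.8 in MO. For C1qc, the C chain, the intensity was 403 ± 25.6 in FY, 774 ± 134 in FO and 539 ± 66.2 in MO. Ccl4, a chemokine that attracts monocytes and lymphocytes, was at 16 in every FY and MY array, at 80.2 ± 11.6 in FO and at 29.3 ± 11.2 in MO, with 1 adult male array apart from the other 3. The log2 fold changes from FY to FO were 1.14 for C1qa (standard error 0.13, adjusted p = 2.05e-05), 0.93 for C1qc (standard error 0.11, adjusted p = 4.29e-05) and at least 2.31 for Ccl4 (adjusted p = 1.13e-07). The effectors Aif1, an actin-binding protein of microglia, Lyz2, a lysozyme, and Tyrobp, the adaptor of Trem2, rose by 0.78 (adjusted p = 0.00538), 2.11 (adjusted p = 0.0019) and 1.01 (adjusted p = 0.00173) on the log2 scale. Among the receptors, Ly86 (an accessory protein of a Toll-like receptor) rose by 0.79 (adjusted p = 0.00366), Cd52 (a leukocyte surface glycoprotein) by 2.13 (adjusted p = 2.71e-05) and Tlr2 (a receptor for bacterial lipoproteins) by 1.57 (adjusted p = 0.0026), with 1 of 4 FY arrays of Tlr2 at 16. Gpr34, a lysophosphatidylserine receptor, was at 61.0 ± 16.7 in FY and 90.0 ± 11.7 in FO and did not pass (adjusted p = 0.289). None of the 10 genes was called between MY and MO by limma, with log2 differences from -0.06 for Gpr34 to 1.53 for Lyz2 and adjusted p-values from 0.0883 to 0.931. Ccl4, Cd52 and C1qa were called between FO and MO, with log2 differences of 1.53 (adjusted p = 8.65e-05, with 1 of 4 MO arrays at 16), 1.27 (adjusted p = 0.0365) and 0.84 (adjusted p = 0.00177). For the difference in aging between the sexes, Ccl4 had an adjusted p of 0.0953, Cd52 0.841 and C1qa 0.504, so that none was called.

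**Figure D4:**
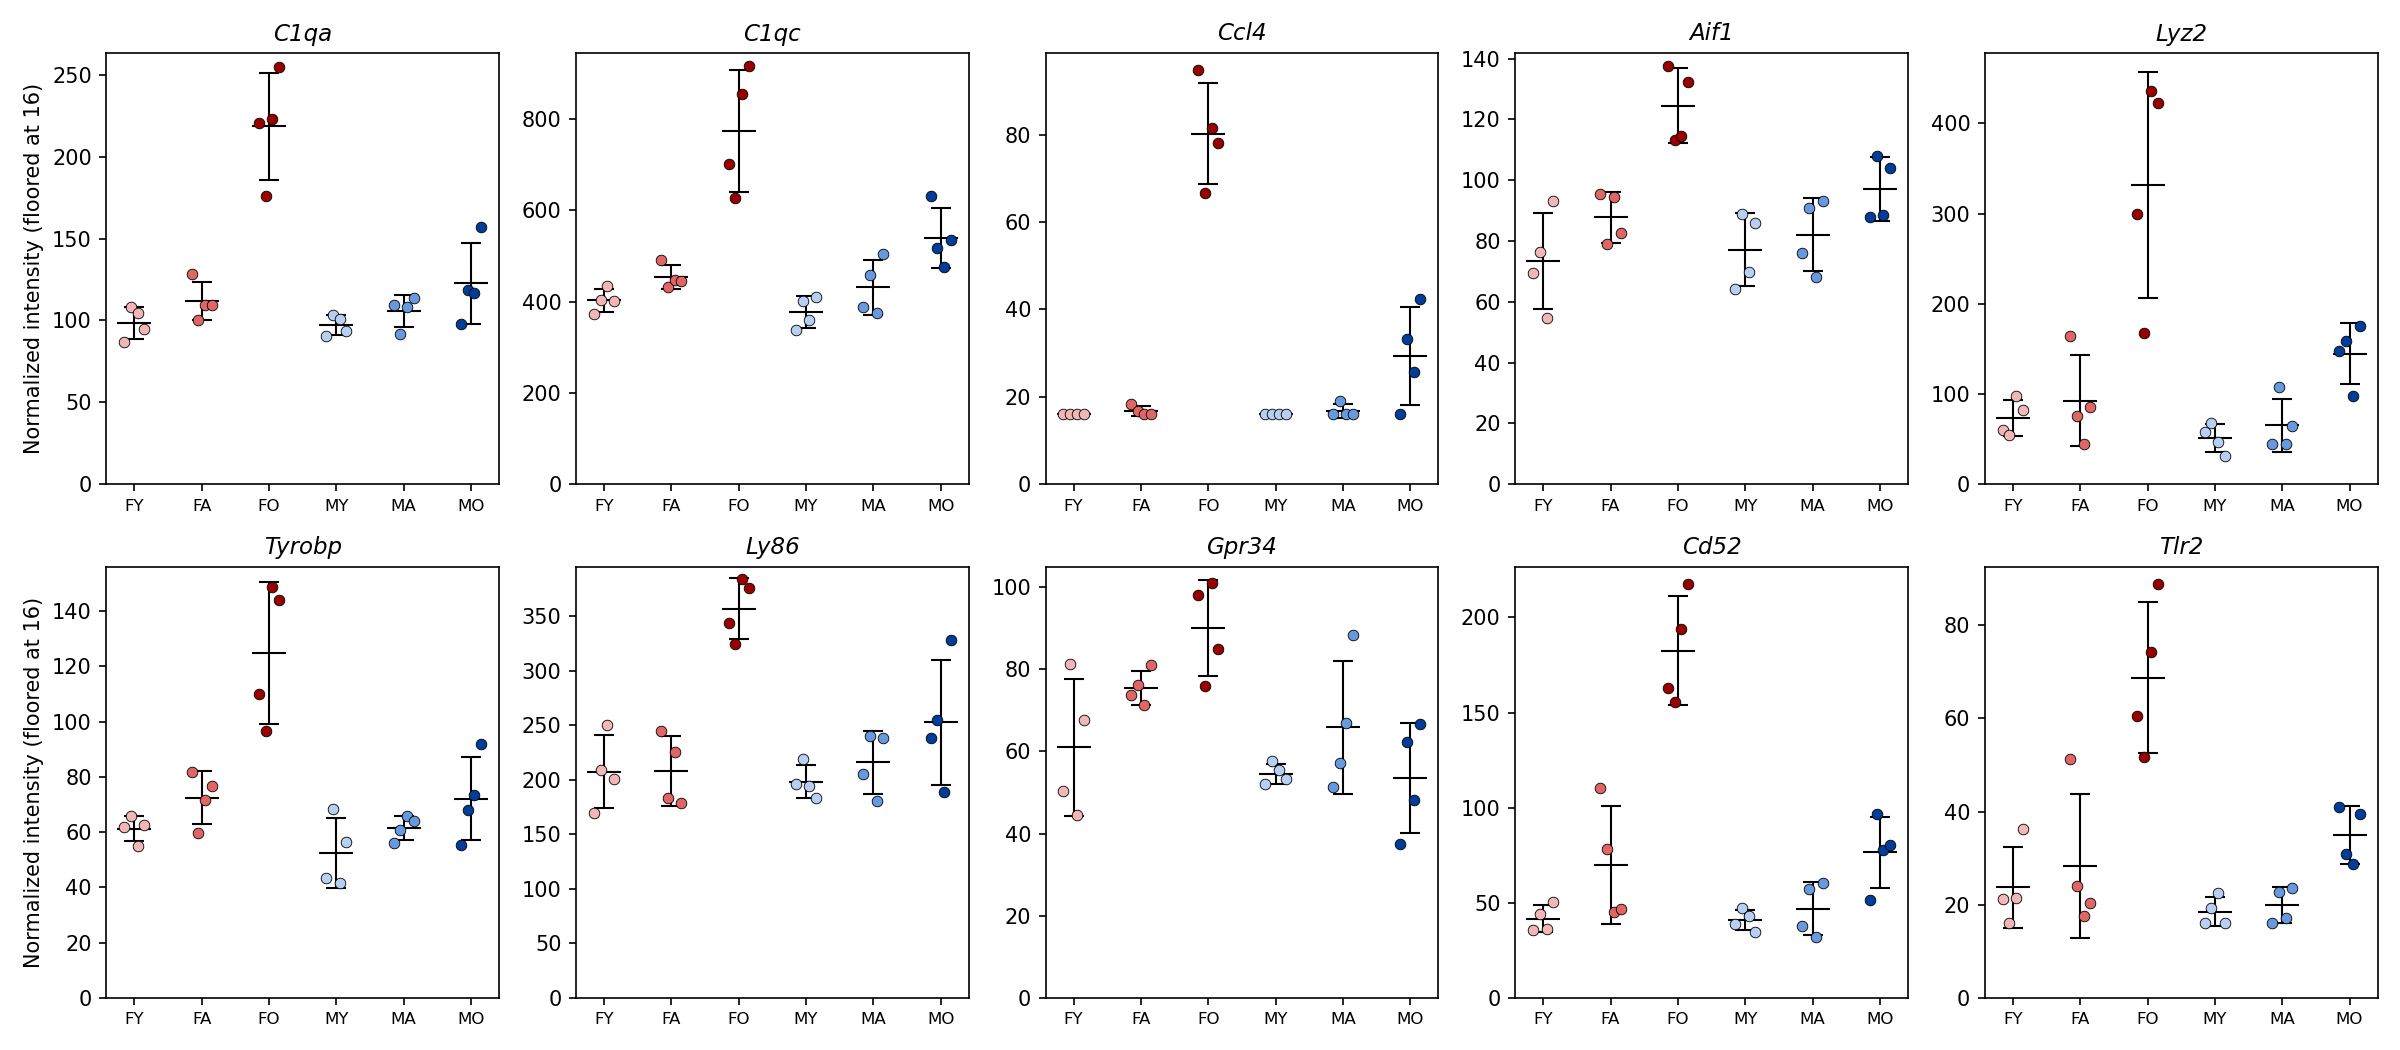
Normalized intensity, floored at 16, of C1qa, C1qc, Ccl4, Aif1, Lyz2, Tyrobp, Ly86, Gpr34, Cd52 and Tlr2 in each of 24 arrays. Each point is 1 mouse, and horizontal lines with bars give the mean and SD of 4 mice per group; for Ccl4 all young females and young males lie at 16.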

With the clear enrichment of both sex- and age-dependent changes in hippocampal gene expression of microglial and inflammatory genes, a selection of microglial ligands (C1qa, C1qc, and Ccl4; Fig. 7a), effectors (Aif1, Lyz2, Tyrobp; Fig. 7b), and receptors (Ly86, Gpr34, Cd52, Tlr2; Fig. 7c) that were differentially expressed from the microarray analysis were confirmed by qPCR. These results confirm the microarray findings by an orthogonal method in a larger set of samples and demonstrate the sexually divergent nature of age-related changes. For all transcripts examined, there was an age-related induction in females, while in males, smaller magnitude increases in expression were evident (Ccl4, Tyrobp, Ly86, Gpr34, Cd52, Tlr2). The increases in expression with age in females was greater than in males, resulting in sex differences at old age but not in young animals (C1qa, C1qc, Ccl4, Lyz2, Tyrobp, Ly86, Cd52, Tlr2). Genes with alternate expression patterns seen when comparing sexes and with aging were also confirmed including Ccl21 where a sex difference at young age dissipates with age-related induction in both males and females, and Surf1 with an age-related increase in only males (Fig. 7d). Expression of X and Y chromosome genes, Xist, and Jarid1d, respectively, were analyzed as positive controls for sex differences/dimorphisms, as well as Dlgh4 as a negative control, a gene that demonstrated no age or sex-dependent changes in expression (Additional file 1: Figure S2).

**Fig. 7:**
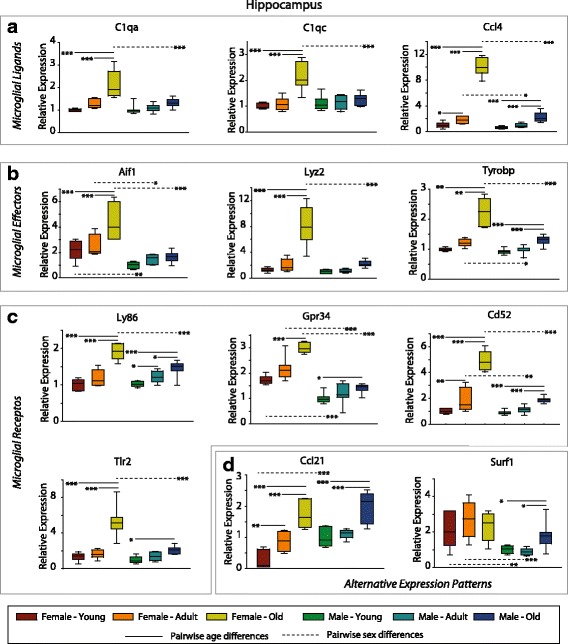
qPCR confirmation of differential sex- and age-related hippocampal gene expression. Selected microglial ligands (**a**), effectors (**b**), and receptors (**c**) targets identified in the microarray study were confirmed by gene-specific qPCR. Data is scaled to a mean value of 1 for young males. Boxes boundaries are the 25th and 75th percentiles, with median denoted by the bar and error bars at the 10th and 90th percentiles. Two-way ANOVA (age × sex), ***p < 0.001, **p < 0.01, *p < 0.05 Student–Newman–Kuels pairwise post hoc, *n* = 7–8/group. ANOVA values are presented in the text. *Solid comparison lines* denote age-related changes with a sex and *dashed comparison lines* are sex-related differences within an age. **d** A selection of genes with alternate expression parameters were also confirmed

To further confirm these findings at the protein level, expression of C1qa and C1qc were examined in the hippocampus in the same set of male and female, young, and old animals by immunoblotting. Concurrent with gene expression, age-related increases in C1q protein expression were evident in both females and males (Fig. 8a, b). Increased protein expression with aging was greater in females than males resulting in a sex difference in old animals. C1q expression was qualitatively greater throughout the brain as visualized by immunoreactive protein in both females and males with aging (Fig. 8c–f). Recently, a proteomic analysis of isolated microglia from young (3–5 M) and old (20–24 M) mice was reported [48]. Comparing the proteins found to be differentially expressed with aging and the transcripts observed here, common induction of Dync1l2, Gltp, Tcirg1, Mobp, Ctsz, Iba1, Ly86, Cyba, and H2-D1 were observed in both studies, with only Fgd2 demonstrating opposite regulation, providing further support that the transcript changes observed here are reflected at the protein level.

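Cyba, a subunit of the phagocyte NADPH oxidase, rose from 107 ± 13.2 in FY to 191 ± 28.1 in FO (log2 fold change 0.83, standard error 0.15, adjusted p = 0.00363), with 1 adult female array apart from the other 3, and Aif1 and Ly86 also rose in females. The other measured genes of this group had higher means in FO than in FY and were not called by limma. Their log2 differences were 0.67 for Ctsz, a lysosomal cathepsin (adjusted p = 0.159), 0.49 for Mobp, a myelin protein (adjusted p = 0.736), 0.42 for Tcirg1, a subunit of the lysosomal proton pump (adjusted p = 0.169), 0.34 for Gltp, a glycolipid transfer protein (adjusted p = 0.473), and 0.33 for Dync1li2, a light intermediate chain of dynein (adjusted p = 0.366). Fgd2, an exchange factor for Cdc42, was at 46.6 ± 4.22 in FY and 65.8 ± 9.19 in FO (log2 difference 0.49, adjusted p = 0.282) and at 44.4 ± 3.95 in MY and 65.0 ± 14.2 in MO (log2 difference 0.53, adjusted p = 0.178). In males, no gene of this group was called between MY and MO, with log2 differences of 0.33 for Ctsz, 0.51 for Mobp, 0.33 for Cyba, 0.19 for Gltp, 0.17 for Tcirg1 and 0.09 for Dync1li2. The probe for H2-D1 did not pass the filter on dim probes.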

**Fig. 8:**
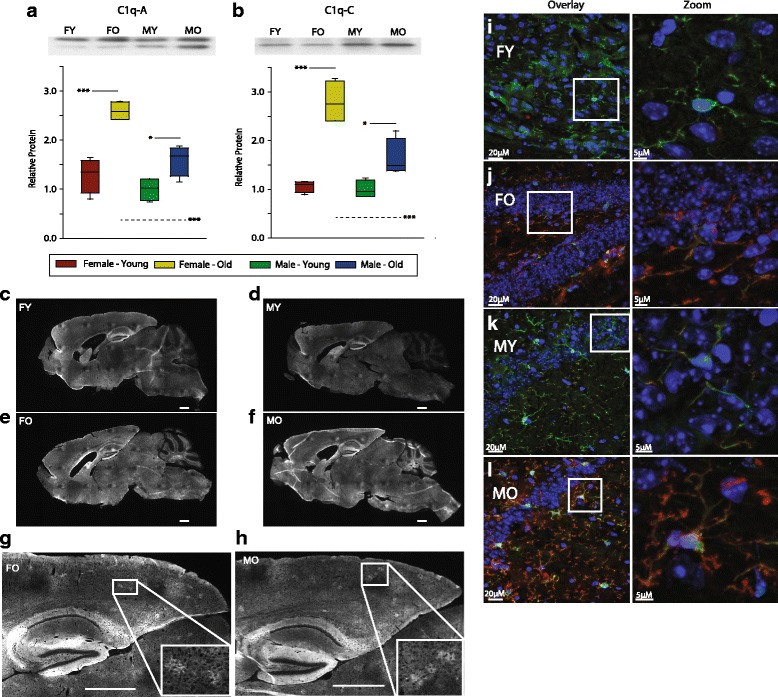
Sexually divergent, age-related hippocampal C1q protein expression. Protein expression of compliment 1q isoforms C1qA (**a**) and C1qC (**b**) were induced with age and to a greater extent in females than males. Data is scaled to a mean value of 1 for young males. Boxes boundaries are the 25th and 75th percentiles, with median denoted by the bar and error bars at the 10th and 90th percentiles. Two-way ANOVA (age × sex), ***p < 0.001, *p < 0.05 Student–Newman–Kuels post hoc, *n* = 6/group. *Solid comparison lines* denote age-related changes with a sex, and *dashed comparison lines* are sex-related differences within an age. In sagittal brain sections qualitatively increased immunoreactivity for C1q was evident with aging across the brain in both female and male mice (**c**–**f**). Detail regions of 24-month-old female (**g**) and male (**h**) mice show patches of C1qa-positive signals throughout the brain neuropil. *Boxed area* shows further magnified image to show the details of C1qa-positive patches. *Scale bars* 1 mm. C1q immunoreactivity was co-localized with Iba1 immunoreactivity in young females (**i**), old females (**j**), young males (**k**), and old males (**l**) demonstrating microglial expression. *Scale bars* 20 μm wide view, 5 μm zoomed view

Localization of protein expression was also examined, and with aging, patches of C1q immunoreactivity were evident in males and females (Fig. 8g, h), as previously reported [49]. Continuing in this examination, C1q, with a different antibody, was co-localized with Iba1 in young and old males and females (Fig. 8i–l). This further demonstrated increased qualitative levels of C1q immunoreactivity with aging and the co-localization of this signal with the microglial marker Iba1.

Lastly, to examine whether these sexually divergent aging responses were evident in other brain regions, the same set of microglial ligands, effectors, and receptors was examined in cortex samples from the same animal set. Significant pairwise differences are presented in Fig. 9a–d. Cortical patterns were similar to those in the hippocampus, with in many instances, a higher level of induction evident in females vs. males. However, this was not true for all of the genes examined.

**Fig. 9:**
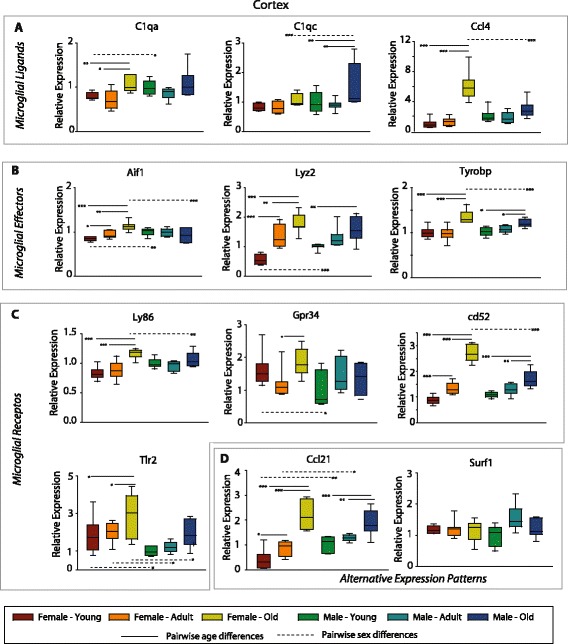
Examine of sexually divergent gene expression in the cortex. To examine whether sexually divergent age-related changes in gene expression are evident across brain regions, selected microglial ligands (**a**), effectors (**b**), and receptors (**c**) targets from the hippocampus were examined in the cortex. Data is scaled to a mean value of 1 for young males. Boxes boundaries are the 25th and 75th percentiles, with median denoted by the bar and error bars at the 10th and 90th percentiles. Two-way ANOVA (age × sex), ***p < 0.001, **p < 0.01, *p < 0.05 Student–Newman–Kuels pairwise post hoc, *n* = 7–8/group. *Solid comparison lines* denote age-related changes within a sex, and *dashed comparison lines* are sex-related differences within an age. **d** A selection of genes with alternate expression parameters were also confirmed

## Discussion

### Summary of results

Consistent with previous data from human samples [2], the studies presented here demonstrate an age-related induction of inflammation-related gene expression in both the hippocampus and cortex in the brains of aged male and female mice. Importantly, changes in inflammatory genes were amplified in females, resulting in sex divergences at old age—i.e., enhanced expression of inflammation-related transcripts when compared to age-matched males. Genes regulated with aging were highly enriched for microglia-specific transcripts, and particularly members of the complement pathway and the microglial “sensome” [39]. Together, these data suggest that while there are sex-common changes with aging in the hippocampus, there is a significant difference in the nature and magnitude of neuroinflammatory changes between sexes. These effects of sex are also manifested in an increase in inter-animal gene expression variability with aging in males that is not observed in females.

### Microglial activation with aging and sex differences

Microglia serve as the first line of defense in the CNS by protecting the local environment against invading pathogens, helping recover from injury, and also playing significant roles in synapse pruning and neurodevelopment [50]. At homeostasis, microglia continuously monitor the surrounding environment and as such, maintain a ramified morphology with numerous long processes that project out from the cell body. Upon activation by the presence of an external pathogen, inflammation, or injury, microglial morphology changes, and movement to sites of injury or stress can occur along with a release soluble immune mediators [51, 52].

Traditionally activated microglia have been split into two distinct groups: M1 (classical) and M2 (activation/deactivation) [52, 53]. Classical, M1 activation is triggered by the presence of foreign antigen or pro-inflammatory cytokines, whereby microglia become more cytotoxic and release additional pro-inflammatory cytokines and free radicals [54, 55]. Alternative activation (M2) of microglia yields a more anti-inflammatory, neuroprotective phenotype that is important in the transition between a classical inflammatory response, to a decrease in inflammation [52, 54]. These microglia secrete anti-inflammatory cytokines and neurotrophic factors and help repair local damage [52]. Despite the anti-inflammatory nature of M2 microglia, the irregular abundance of both M1 and M2 type microglia may underlie chronic neuroinflammation and parainflammation, with aging [52, 56]. In support of this, using an Alzheimer’s disease mouse model, a distinct shift in activated microglia phenotypes occurs between the beginning of Aβ pathology (alternative phenotype) and advanced stages (classical phenotype), the latter of which may cause disease-associated neuron loss [57]. As such, aberrant induction or changes in the ratios of M1 and M2 activated microglia with increasing age may be maladaptive. However, the idea of M1 and M2 activation states may be too simplistic [58]. These maladaptive responses may be due to miscommunication between damaged neurons and microglia causing persistent parainflammation [59, 60] and failure of appropriate responses to different stimuli [60] that can switch from being neuroprotective to neurotoxic with aging [61]. This altered response pattern with aging is observed in response to pathogens [62], and injury [63]. Together, these data suggest that with advanced age, microglia are undergoing activation and alteration, potentially with a shift from neuroprotection to neurotoxicity. More broadly, these findings add aging to the variety of stimuli that demonstrate a sexually divergent or dimorphic neuroinflammatory response [64, 65].

Previous focused examinations have found sex differences at early ages in selected microglial genes at ages equivalent to the young and adult ages examined here [66]. We have demonstrated distinct differences in the induction of MHCI pathway genes in the brains of aged male and female 24-month-old mice, where aged females exhibit significantly higher expression [27] when compared to males, a finding with support in human datasets [2]. The findings here expand the analysis to the broader transcriptome and identify an enrichment of microglial-specific genes in age changes and sex differences. Many of the neuroinflammatory genes changed in expression with aging were common between the sexes with females demonstrating greater magnitude changes. The sexually divergent induction of Tyrobp is of special interest give the recent identification of Tyrobp, also known as TREM2, as a causal regulator in microglia associated changes in AD [67] through the exact mechanistic role of Tyrobp in AD etiology is still being determined [68]. Confirmation of selected microglial ligands, effectors, and receptors validates this pattern of gene expression. Reproducibility of expression signatures for microglial aging with previously reported data suggests a robustness to this phenomenon [69] though this study is the first to our knowledge to examine sex differences with aging in detail. Selected transcripts were also found to be sexually divergent in the cortex with some differences as compared to the hippocampus, indicative of the microglial heterogeneity observed between brain regions [70].

Our findings demonstrate that neuroinflammation with aging may represent a pattern presents a phenotype more complex than the previous hypotheses of microglial as existing in activated or resting. These states may be too simplistic, with microglial having surveilling, classically activated/M1, and alternatively activated/M2 states or an even more complex combination of activational states and not all microglia in a brain region being in the same state [39, 71, 72]. Future studies examining isolated microglial cells with new high-throughput single cell technologies [73] would greatly extend these findings to determine if these patterns are shared across individual microglial cells, or if the activation is heterogenous. Additionally, interventional studies to determine if these changes are positively adaptive or maladaptive are needed, as well as examinations of the regulation of age-related changes by sex hormones or non-sex hormone mediated mechanisms [74].

A potential concern with these findings is the effects of a change in microglial that microglia cell numbers with age. Changes in the number of hippocampal microglial with age remain an unresolved controversy. Studies have reported no changes in microglial number in mice [29] and rats [31], decreased microglial number [75], and increased microglial number in females but not males with aging [28]. Microglial quantitation was not a goal of this study but clearly is an important question to be resolved in the field and if there are changes in microglial population numbers they could play a role in the findings presented here. Arguing against this interpretation are the findings of similar patterns of gene induction in isolated microglial from aged mice [39], an experimental design that would normalize out differences in cell number. Ultimately, detailed analysis of microglial number and activation state with aging in both females and males are needed [76] and application of single cell analysis techniques will allow further refinement of these findings.

### Complement pathway and neuroinflammation

Previous reports have detailed alterations in neuroinflammation in the aged brain (as reviewed in [25]) as well as the participation of cellular senescence in the pathogenesis of brain aging [77]. A notable finding presented here is the significant induction in expression of complement pathway components in both males and females but to a much greater extent in females, in the hippocampus with advanced age. These findings are supported by data in the aged human hippocampus [78] and in studies in male mice [49]; however, to date, no between sex comparisons has been conducted. Previous work has generally examined sexually divergent differences in gene expression in the brain with aging comparing the number of gene expression changes in both males and females and separating gene expression profiles based on up or downregulation [2]. The study presented here used a more holistic approach and examined over-representation of classes of genes as well as both inductions and reductions in gene expression that may act synergistically.

Recent evidence has shown the importance of complement pathway components including C1q and C3 in activity-dependent synaptic refinement during development [79–82]. Complement factors expressed in the brain effectively label cells that need to be eliminated by local complement receptor-expressing microglia, including weak synaptic inputs [79, 80]. In response to a pathogen, West Nile Virus, C1qa induction is a driver of synapse loss with greater C1qa induction associated with poorer cognitive performance [83]. Given the role of complement pathway components in the homeostatic regulation of synapse formation and health, aberrant expression of complement proteins may play a significant role in synapse loss with aging and neurodegenerative disease [80, 82]. Previous studies have demonstrated an induction in the expression of complement factors with advanced age in both the aged mouse neocortex and cerebellum [6] and the aged rat striatum [84] as well as in neurodegenerative disease (as reviewed in [85]). Recently, complement pathway factors have been shown to play strong roles in synapse loss with normal aging [86] and the pathogenesis of neurodegenerative disease [87]. This suggests that aberrant neuron–microglial communication via the complement pathway leads to inappropriate synapse loss which may lead to cell death and the manifestation of neurodegenerative disease [80]. In further support of this, findings from a mouse model of glaucoma demonstrated elevated C1q expression is evident in adult retinal synapses prior to neuron cell death, suggesting aberrant expression of complement components leads to synapse loss and disease progression [80, 82].

Age-related complement C1q induction with aging has previously been described in male rodents and in human brain [49]. Little data exists detailing sex divergences in inflammatory gene expression in the brain. In the human brain, a higher basal level of complement cascade genes and interleukin 1 receptor-like 1 (IL1RL1) was evident in women versus men [88]. However, to date, no studies have directly described a sexually divergent neuroinflammatory response with aging. The data presented here demonstrates a heightened neuroinflammatory profile in aged female mice in comparison to males. This is true at mRNA and protein levels and can be seen across the brain with patches of C1q immunoreactivity developing with aging, that have previously been demonstrated to overlap with microgial markers [49].Elevated levels of complement pathway components and other immune factors may cause aberrant synapse elimination mediated by microglia potentially underlying the sexually divergent hippocampal volume loss seen in humans with aging [23]. Together, these data suggest sex may be a risk factor for the development of immune related diseases and CNS neuroinflammation [23, 89–91], specifically post-menopause when estrogen levels drop [92]. These sex dependent biases seen in gene expression may possibly be driven by differences in circulating sex hormones, sex-specific developmental program, or direct actions of sex chromosomes [93]. As such, including females in preclinical geroscience research studies is imperative in order to develop a full understanding of the “sexome” [94] with brain aging.

#### Other pathways and expression entropy with aging

In addition to the microglial and neuroinflammatory findings, significant decreases in the activation of both Notch1 and Presenilin 1 and 2 (PSEN1, PSEN2) regulated genes with aging were evident in both males and females. Importantly, both pathways are associated with neurogenesis. Specifically, Notch1 expression is necessary for neural stem cell maintenance [95] while PSEN1 expression regulates neuroprogentor cell differentiation [96]. Notch1 expression has previously been reported to be downregulated in the subventricular zone (SVZ) with aging [97]. Additionally, defects in PSEN1 expression are associated with the manifestation of Alzheimer’s disease in old age [98]. Decreased expression of these pathways may contribute to the known impairment of neurogenesis with aging in the hippocampus [99]. It is also important to note that microglia play important roles in neurogenesis [100, 101]. As such, the altered microglia-derived gene expression and the inhibition of pro-neurogenesis pathways evident with aging in the present study could be interrelated [102].

Another finding from the present study was decreased expression of tuberous sclerosis complex 2 (TSC2) regulated genes in both males and females with advanced age, and also in aged females when compared to age-matched males. TSC2 forms a complex with TSC1, and together, the complex functions to inhibit the mammalian target of rapamycin (mTOR) [103]. mTOR serves as a master regulator of many cellular processes including protein synthesis, proliferation, and cell survival. In the brain, mTOR has a multitude of different functions such as neuronal development, growth of dendrites and axons, neuronal migration, synaptic plasticity, neurotransmission, and DNA repair (see review [104]). Importantly, aberrant expression of TSC1 or TSC2 causes significant neurological disease, and overactivation of mTOR has been linked to the development of neurodegenerative disorders [103]. mTOR is a strong negative regulator of autophagy. As such, dysregulated mTOR activity following decreased TSC2 expression may lead to increased protein aggregation and decreased autophagy. Pharmacological inhibition of mTOR via rapamycin treatment has shown increases in life span [105] and neuroprotection [106], suggesting dysregulated mTOR signaling with age may contribute to brain aging. However, evidence exists documenting the requirement of mTOR in the development of proper dendritic arbor morphology [107] and in the stress-induced induction of post-synaptic density 95 (PSD-95) protein expression [108], hypothesized to underlie long-term potentiation (LTP) and long-term depression (LTD). These data highlight the need to study alterations in mTOR activity and responsiveness in both young and aged population to better understand aberrant activity with age.

The finding of increased inter-animal gene expression variance with aging in males but not females provides a different view on hippocampal gene expression with aging. Given that the mice used in this study (C57BL/6) are inbred and spent their entire lives under the same controlled conditions, males demonstrated an increased animal-to-animal variance with aging that was not evident in females. Previously increased cell-to-cell variability of gene expression in cardiomyocytes [45] with aging has been reported, as well as animal-to-animal increases in gene expression variance in a variety of tissues in males [46, 47, 109]. We observe that males steadily increase in variance across the lifespan while females do not, ultimately resulting in a higher level of inter-animal variance in old age in males as compared to females. The only report we are aware of examining males and females also found that inter-animal variance increased only in males [109]. The functional implications of this difference are not clear, but this may be a result of underlying epigenetic changes [110]. Confirmation studies across multiple tissues and with higher sample numbers are needed to explore this intrinsic variability with aging in males. Lastly, for both the sex divergences in gene expression and the increased variance in gene expression only observed in males, future studies will need to dissect the causes of these differences at the level of development, direct action of gonadal hormones, or sex chromosomes [93] and whether these age-related alterations are associated with cognitive impairment [111].

## Conclusions

The results presented here demonstrate that aged females experience a distinct difference in brain aging when compared to age-matched males, suggesting females undergo a higher level of microglial activation with age. These data have significant implications on the molecular mechanisms underlying brain aging, and the development of neurodegenerative disease in males and females, highlighting the importance of studying both sexes in geroscience research. This study did not seek to mechanistically explain sexually divergent responses with aging. Future studies, preferably from isolated cell types or single cells, are needed to address the origin of these sex-specific responses in gene expression. Additionally, examinations of the functional implications of sexually divergent aging responses are needed. Nonetheless, these data provide a compelling rationale for the inclusion of both female and male rodents in basic aging research and offer important new avenues for future investigation.

## Additional files

Additional file 1: Figure S1. Comparison of all pairwise gene expression sets. **Figure S2.** qPCR controls. **Table S1.** Cell-specific gene lists from Zhang et al. **Table S2.** Cell-specific gene lists from Zeisel et al. **Table S3.** Microglial gene lists from Hickman et al. **Table S4.** Gene Expression Assays. **Table S5.** Primary and secondary antibodies. **Table S6.** Transcripts differentially expressed with age. **Table S7.** Pathway, regulator and function changes with aging. **Table S8.** Transcripts differentially expressed between sexes. **Table S9.** Pathway, regulator and function differences between sexes. **Table S10.** Sex difference pathways, processes, and regulators.

## Abbreviations

BHMTC: Benjamini–Hochberg multiple testing correction
SNK: Student–Newman–Keuls

# Supplementary material for: Sexually divergent induction of microglial-associated neuroinflammation with hippocampal aging
**Source:** J Neuroinflammation. 2017 Jul 21;14:141. doi: 10.1186/s12974-017-0920-8
**Supplement:** Supplementary file 1 — Comparison of all pairwise gene expression sets. Figure S2. qPCR controls. Table S1. Cell-specific gene lists from Zhang et al. Table S2. Cell-specific gene lists from Zeisel et al. Table S3. Microglial gene lists from Hickman et al. Table S4. Gene Expression Assays. Table S5. Primary and secondary antibodies. Table S6. Transcripts differentially expressed with age. Table S7. Pathway, regulator and function changes with aging. Table S8. Transcripts differentially expressed between sexes. Table S9. Pathway, regulator and function differences between sexes. Table S10. Sex difference pathways, processes, and regulators.

Sex Differences and Controls (Hippocampus)

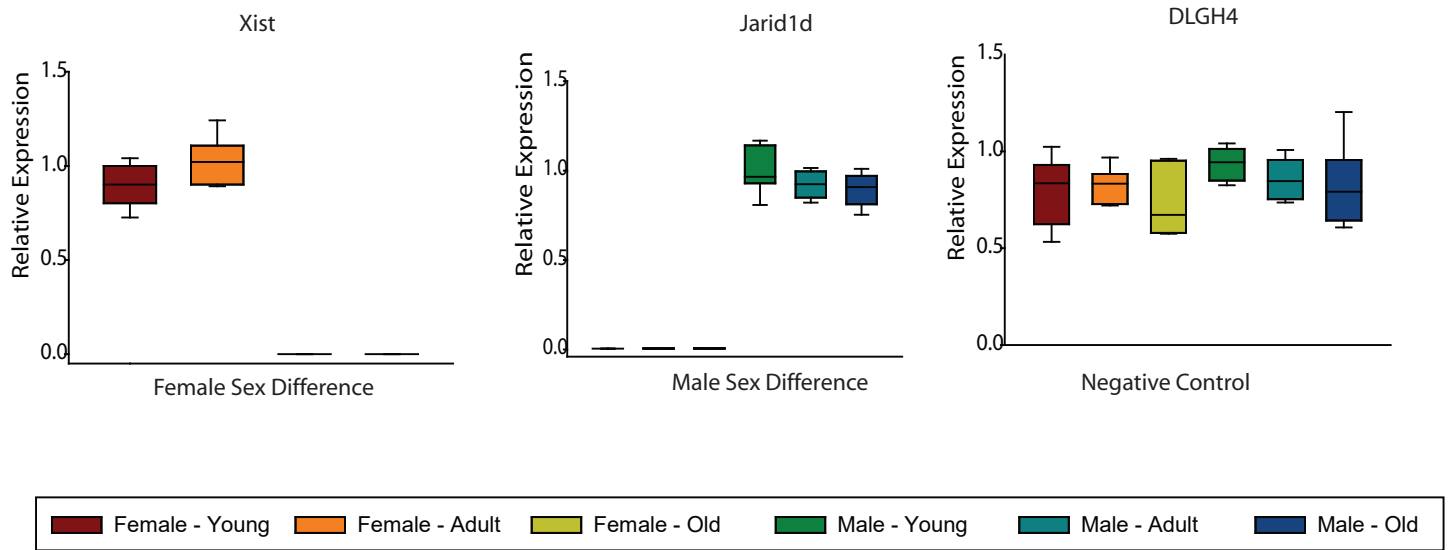

Supplemental Figure 1: Sex difference qPCR positive controls and age and sex negative control.

# Supplementary material for: Sexually divergent induction of microglial-associated neuroinflammation with hippocampal aging
**Source:** J Neuroinflammation. 2017 Jul 21;14:141. doi: 10.1186/s12974-017-0920-8
**Supplement:** Supplementary file 1 — Comparison of all pairwise gene expression sets. Figure S2. qPCR controls. Table S1. Cell-specific gene lists from Zhang et al. Table S2. Cell-specific gene lists from Zeisel et al. Table S3. Microglial gene lists from Hickman et al. Table S4. Gene Expression Assays. Table S5. Primary and secondary antibodies. Table S6. Transcripts differentially expressed with age. Table S7. Pathway, regulator and function changes with aging. Table S8. Transcripts differentially expressed between sexes. Table S9. Pathway, regulator and function differences between sexes. Table S10. Sex difference pathways, processes, and regulators.

Table S1 – Primer/probe sets used in gene expression analysis.

| **Gene symbol** | **Gene ID number** | **Gene name** | **Gene expression assay catalog #** | **Alias** |
| --- | --- | --- | --- | --- |
| Tyrobp | 22177 | Tyrosine Kinase Binding Protein | Mm00449152_m1 | Ly83; DAP12; KARAP |
| Ccl4 | 20303 | Chemokine (C-C Motif) Ligand 4 | Mm00443111_m1 | AT744.1, Act-2, MIP-1B, Mip1b, Scya4 |
| Cd52 | 23833 | CAMPATH-1 antigen | Mm00489055_m1 | AI463198, B7, B7-Ag, CAMPATH-1, CLS1, MB7 |
| Xist | 213742 | X Inactive Specific Transcript | Mm01232884_m1 | A430022B11, AI314753 |
| Gapdh | 14433 | Glyceraldehyde-3-Phosphate Dehydrogenase | Mm99999915_g1 | Gapd |
| C1qa | 12259 | Complement Component 1, Subcomponent, A Chain | Mm00432142_m1 | C1q; AI255395 |
| C1qc | 12262 | Complement Component 1, Subcomponent, C Chain | Mm00776126_m1 | C1qg; Ciqc; AI385742 |
| Ly86 | 17084 | Lymphocyte Antigen 86 | Mm00440240_m1 | MD1; MD-1; ly86_tv2 |
| Lyz2 | 17105 | Lysozyme 2 | Mm01612741_m1 | Lys; Lzm; Lzp; Lysm; Lyzs; Lyzf2; Lzm-s1; AI326280 |
| Aif1 | 11629 | Allograft Inflammatory Factor 1 | Mm00479862_g1 | 0610010F23Rik, Surf-1 |
| Surf1 | 20930 | Surfeit 1 | Mm00489041_g1 | Surf-1; 0610010F23Rik |
| Kdm5d | 20592 | Lysine (K)-Specific Demethylase | Mm00803406_m1 | HY, Jarid1d, Smcy |
| Gpr34 | 23890 | G Protein-Coupled Receptor 34 | Mm02620221_s1 | Lypsr1 |
| Ccl21b | 100042493 | Chemokine (C-C Motif) Ligand 21B | Custom see below | 6CKBAC1, 6Ckine, AI159701, CKb9, SLC, Scya21, Scya21a, TCA4 |
| Tlr2 | 24088 | Toll-Like Receptor 2 | Mm00442346_m1 | Ly105 |
| Dlg4 | 13385 | Discs, Large Homolog 4 | Mm00492193_m1 | Dlgh4, PSD-95, PSD95, SAP90, SAP90A |

| **Assay** | **reverse sequence** | **forward sequence** | **Probe** |
| --- | --- | --- | --- |
| CCl21b | TTCCTCAGGGTTTGCACATAG | CGAGGCTATAGGAAGCAAGAAC | /56-FAM/ATCCCGGCA/ZEN/ATCCTGTTCTTACCC/3IABkFQ/ |

# Supplementary material for: Sexually divergent induction of microglial-associated neuroinflammation with hippocampal aging
**Source:** J Neuroinflammation. 2017 Jul 21;14:141. doi: 10.1186/s12974-017-0920-8
**Supplement:** Supplementary file 1 — Comparison of all pairwise gene expression sets. Figure S2. qPCR controls. Table S1. Cell-specific gene lists from Zhang et al. Table S2. Cell-specific gene lists from Zeisel et al. Table S3. Microglial gene lists from Hickman et al. Table S4. Gene Expression Assays. Table S5. Primary and secondary antibodies. Table S6. Transcripts differentially expressed with age. Table S7. Pathway, regulator and function changes with aging. Table S8. Transcripts differentially expressed between sexes. Table S9. Pathway, regulator and function differences between sexes. Table S10. Sex difference pathways, processes, and regulators.

| **Specificity** | **Immunogen** | **Conc.** | **Host** | **Clonal** | **Supplier** | **Catalog** |
| --- | --- | --- | --- | --- | --- | --- |
| C1q – A | Synthetic peptide derived from within AA 50-150 of mouse C1q. | 1 ug/mL | rabbit | polyclonal | Abcam | Ab64632 |
| C1q – C | Peptide within internal region of mouse C1q-C | 1:500 | goat | polyclonal | Santa Cruz | SC-27669 |

C1q Immunoblotting Antibody list

| **Secondary Antibody** | **Host** | **Clonal** | **Supplier** | **Catalog** |
| --- | --- | --- | --- | --- |
| Rabbit Trueblot®: Anti-Rabbit IgG HRP | mouse | monoclonal | Rockland | 18-8816-31 |
| Goat Trueblot®: Anti-Goat IgG HRP | mouse | monoclonal | Rockland | 18-8814-33 |

C1 q Immunohistrochemistry Antibody List

| **Primary Antibody** | **Supplier** | **cat#** | **host** | **dilution** |
| --- | --- | --- | --- | --- |
| C1qa | Abcam (Generous gift from Dr. Ben Barres) | Ab4223 | Rabbit | 1ug/ml |
| Iba1 | Wako | 01919741 | Rabbit | 1:100 |
| C1q | Abcam | Ab71940 | Mouse | 1:100 |
| **Secondary Antibody** |  |  |  |  |
| Alexa fluor 488 donkey anti-rabbit IgG (H+L) | Invitrogen | A21206 |  | 1:500 |
| Alexa 488 donkey anti-rabbit (F(ab’)_2_; | Jackson ImmunoResearch | 711-546-152 |  | 1:200 |
| Alexa 647 donkey anti-mouse (F(ab’)_2_ | Jackson ImmunoResearch | 715-606-151 |  | 1:200 |

How the deposited data were processed for this re-analysis (not part of the article)

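The values are normalized probe intensities for 24 arrays, 1 per mouse, which the authors made by average normalization and background subtraction in GenomeStudio (2011.1 by the submitters' processing notes) before they were deposited. They are on a linear scale, each array has a mean of 206.642, the lowest value is -25.9 and 22.4% of values lie below 0. A second deposited table of unnormalized signal with detection p-values has 48 columns whose labels pair with no sample, and it was not used here. The plan fixed before the data were examined assumed that table, with normexp background correction and quantile normalization, and its fallback for a table already subtracted was a floor of 16, log2 and quantile normalization. The deposited intensities were already normalized between arrays, so quantile normalization was moved to an added alternative.

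Intensities were floored at 16 and log2 transformed, and a probe was kept if it was above 16 in all 4 arrays of at least 1 group (11901 of 25697 probes). For lists, 1 probe per gene was used, the one with the highest mean. Groups were compared in R 4.3.3 with limma 3.58.1, with 1 linear model over the 6 groups, empirical Bayes moderation with a trend, and Benjamini-Hochberg adjustment over the kept probes at 0.05. Every adjusted p given for a probe comes from limma, and every adjusted p given for a list comes from limma's camera over 47 lists unless Fisher's exact test is named. Camera was run with a preset correlation between genes of 0.01 and with the correlation estimated from the data. Counts adjusted over the list alone apply Benjamini-Hochberg to the members of that list only. Exact permutation tests went over the 70 divisions of 8 mice. For variances each probe was first centred on its group means, and for the shift with age its mean sex difference was removed. These tests count every division, but their p-values are approximate. The test of the methods was run on the same values, as a two-way analysis of variance with Student-Newman-Keuls post hoc testing and a fold change limit of 1.2, and with the limit of 1.25 from the headings of Tables S7 and S9. The sensome, priming, M0, M1, M2 and cell type lists come from the paper's sources, and the other lists were written before the values were examined. Genes were named if the paper names them, if a list holds them, or by the size of their change, in which case they were chosen on these samples. The probes in Tables S7 and S9 had been seen when the lists were applied. The procedure was tested on simulated data with 4 arrays per group, in which 26.9% of 1.3-fold, 86.6% of 2-fold and 100% of 3-fold changes between FO and FY were called, and 8.4% of the calls were false. All simulated data drew each probe independently, with its own SD that was the same in all groups. The polymerase chain reaction, protein and cortex data of the paper were not analysed here.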

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

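Tests on single arrays in this part were fixed in advance, and the lists were chosen before the values were seen. Among 316 sets of 4 arrays of 1 gene or list score and group, 14 held an array farther from the rest than Dixon's test allows, where 15.8 are expected by chance. They were Actb in adult female replicate 4 (0.859), C4b in adult male replicate 4 (0.881), Ccl4 in adult male replicate 2 (1, the only array of the group above 16), Ctsz in adult male replicate 1 (0.99), Cyba in adult female replicate 1 (0.88), Dlg4 in old male replicate 1 (0.956), Fgd2 in old male replicate 3 (0.85) and H2ac15 in young male replicate 1 (0.9). The others were Klk6 in young female replicate 4 (1) and young male replicate 2 (1), each the only array of its group above 16, Pcdhb12 in old male replicate 1 (0.976), Ppl in adult female replicate 1 (0.881) and young male replicate 2 (1), and Tsc2 in young female replicate 3 (0.836).

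The chemokine list had a larger median change with age in females than in males, by 0.56 on the log2 scale over 12 measured genes. Limma called 0 single probes for this difference. The chemokines Ccl3 and Ccl4 were at 16 in every FY and MY array, so that their changes depend on this floor. For Ccl21a, Ccl21b and Ccl21c, only 2 of 4 FY arrays were above 16 and the means were lower in FY than in MY. A larger change in females can thus also come from young mice. The following lists were written for this re-analysis and are not among the paper's gene lists, while a pathway of pattern recognition receptors is among those in the paper's Table S8. From FY to FO the median log2 fold change was 0.609 for chemokines, 0.927 for pattern recognition and Fc receptor genes, 0.31 for 12 disease-associated microglia genes (3 rose, 4 adjusted over the list alone, adjusted p = 0.0376 with an estimated correlation) and 0.984 for reactive astrocyte genes. Between FO and MO it was 0.207 for chemokines and 0.585 for pattern recognition and Fc receptor genes.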

How the results depend on the processing

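Quantile normalization, the other floors and filters, 75th percentile scaling, both covariates and the omission of pairs of arrays were chosen after the values were seen; the tests and the remaining alternatives were set before the data were examined, while the deposited intensities, first planned as an alternative, became the main source afterwards. No background correction, detection p limits of 0.01 and 0.2 and the BeadChip as a block were not run, since they need the table that was not used here. Counts of called probes depended on the model and the test. With array weights limma called 1 for FA against FY, 81 for FO against FA, 138 for FO against FY, 2 for MA against MY, 13 for FY against MY and 11 for FO against MO, and 1 for the interaction of age and sex. With only the compared groups in the fit it called 4 for FO against FA, 1 for MO against MY and 4 for FO against MO. Without the filter it called 22 for FO against FA and 11 for FO against MO of 25697 probes. With the replicate number as a block or pair, the count for MO against MA was 1, while same-numbered arrays were no more alike than others (mean r -0.0015 against 0.0026). Median scaling and quantile normalization each gave 1 for MO against MA. The count at an unadjusted p and a fold change of 1.2 was 1064 for FA against FY, 490 for FO against FA, 645 for FO against FY, 178 for MA against MY, 432 for MO against MA, 1030 for MO against MY, 617 for FY against MY, 575 for FA against MA and 819 for FO against MO, and 627 for the interaction. The methods' test called 331 for FA against FY, 231 for FO against FA, 332 for FO against FY, 65 for MA against MY, 195 for MO against MA, 372 for MO against MY, 331 for FY against MY, 343 for FA against MA and 532 for FO against MO, and with the fold limit of the headings 287 for FA against FY, 202 for FO against FA, 290 for FO against FY, 54 for MA against MY, 148 for MO against MA, 303 for MO against MY, 267 for FY against MY, 259 for FA against MA and 412 for FO against MO. Filter 32 gave 12 for FO against MO, and 75th percentile scaling with a floor of 1 gave 26 for FO against FA and 9 for FO against MO. Without old male replicates 1 and 3 limma called 4 for MO against MA and 10 for FO against MO, without old female replicates 3 and 4 4 for FO against FA, 23 for FO against FY and 8 for FO against MO, with the choroid plexus covariate 24 for MO against MY and with the erythrocyte covariate 25 for FO against FA and 8 for FO against MO.

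The microglial lists between MO and MY passed camera with the preset correlation, but the adjusted p with an estimated correlation was 0.231 for the Zhang list, 0.22 for the Zeisel list and 0.22 for the sensome, and Fisher's exact test of the limma calls gave 0.554, 1 and 0.833. For the interaction, the estimated correlation gave 0.237, 0.237 and 0.237 and Fisher's exact test gave 1, 1 and 1, where limma had called 0 probes. Medians of some lists changed sign. For the somatosensory pyramidal list the interaction was 0.0037 without old female replicate 4, 0.00619 without young male replicate 3, 0.0902 without old male replicate 3 and 0.0474 without old male replicates 1 and 3. The same list was -0.0103 between MO and MY and 0.0724 between FO and MO without old male replicate 3, 0.0203 between FO and MO without replicates 1 and 3, and -0.00695 between FO and FY with the choroid plexus covariate. Without old male replicate 3 the interneuron list was -0.00548 between MO and MY and 0.0205 for the interaction, without old male replicate 1 the immediate early list was 0.256 between MO and MY, and without old male replicate 4 the oxidative phosphorylation list was 0.00111 for the interaction. The M1 list between FO and FY was -0.0775 with filter 32, the erythrocyte list between FO and FY was -0.64 without old female replicates 3 and 4, the choroid plexus list between FO and FY was 0.0477 and the MHC class II list between MO and MY 0.377 with the choroid plexus covariate, and the variance of MO against MY was -0.3755 without old male replicates 1 and 3.

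Leaving out 1 array at a time gave counts of 0 to 1 for FA against FY, 15 to 48 for FO against FA, 56 to 90 for FO against FY, 0 to 0 for MA against MY, 0 to 3 for MO against MA, 6 to 29 for MO against MY, 4 to 7 for FY against MY, 5 to 6 for FA against MA, 9 to 28 for FO against MO and 0 to 2 for the interaction. List medians ranged, between FO and FY, over 0.256 to 0.36 for the Zhang microglia list, 0.181 to 0.2 for the Zeisel microglia list, 0.519 to 0.652 for the sensome, between MO and MY over 0.059 to 0.141 for the Zhang microglia list, 0.0287 to 0.0936 for the Zeisel microglia list, 0.12 to 0.307 for the sensome, between FO and MO over 0.307 to 0.411 for the Zhang microglia list, 0.199 to 0.259 for the Zeisel microglia list, 0.351 to 0.497 for the sensome and for the interaction over 0.235 to 0.321 for the Zhang microglia list, 0.178 to 0.221 for the Zeisel microglia list, 0.311 to 0.47 for the sensome. Differences of the median log2 variance ranged over -1.37 to 0.617 for FO against FY, -0.601 to 0.812 for FO against FA, 0.978 to 2.18 for MO against MY, 0.176 to 1.56 for MO against MA, 0.412 to 2.2 for MO against FO, -1.35 to 0.0522 for MY against FY, 0.0423 to 1.05 for MA against FA. The shift with age ranged over -0.00822 to 0.0265, the share of sex in the first component over 0.0584 to 7.39% and the expressed probes over 11918 to 11992. For lists whose sign changed, the ranges were -0.0103 to 0.182 for somatosensory pyramidal cells between MO and MY, -0.159 to 0.0724 for the same list between FO and MO, -0.124 to 0.0902 for the same list in the interaction, -0.00548 to 0.069 for interneurons between MO and MY, -0.0689 to 0.0205 for interneurons in the interaction, -0.102 to 0.256 for immediate early genes between MO and MY, -0.0365 to 0.00111 for oxidative phosphorylation in the interaction. Single arrays that moved a count more than 1.5 times were young female replicate 2 (1 for FA against FY, 7 for FY against MY), adult female replicates 2, 3 and 4 (22, 17 and 24 for FO against FA), old female replicates 3 and 4 (23 and 15 for FO against FA), old female replicate 4 (56 for FO against FY), and old female replicates 1, 3 and 4 and old male replicate 3 (13, 11, 9 and 10 for FO against MO). In males they were young male replicates 1 and 3 and old male replicates 1 and 2 (6, 6, 24 and 29 for MO against MY) and adult male replicate 4 and old male replicate 1 (1 and 3 for MO against MA), and for the interaction old female replicate 2, old male replicate 1 and old male replicate 4 (2, 1 and 1). The variance test passed without old female replicate 3 (MO against FO), young male replicate 4 (MY against FY) or adult male replicate 3 (MO against MA), each with an exact p of 0.0286.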

Differences from the paper's values

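Percentile scaling with its floors and filters was chosen after the values were seen. The cause of each difference was not tested. A count is called different where one value is more than 1.5 times the other. Counts that do not differ need not hold the same probes. Of the paper's listed probes, the methods' test called 184 of 258 for FA against FY in the same direction. It called 163 of 232 for FO against FY and 31 of 60 for MA against MY. The paper's Table S7 lists 561 probes changed with age and 94 probes were called here, where the methods' test gave 894 and still differed and the same test with the fold limit of the headings gave 757, which is within 1.5 times. The paper gives 48 transcripts that changed and returned in females and limma called 0. The methods' test gave 46 and the same test with the fold limit of the headings 40, neither of which differed in number. Most of the 46 probes were absent from at least 1 of the paper's lists for the same comparisons. The paper's first component holds about 32% of the variance in Fig. 1a, read by eye, against 19.1% here and 19% with unit variance.

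The paper's lists of changed transcripts, at an unadjusted threshold with a fold limit, differ in size from the limma calls at an adjusted p, and the other alternatives set before the data were examined all differ as well. The sizes are FA against FY, the paper's 258 against 0 (methods' test 331, not different; with the limit of the headings 287, not different); FO against FA, the paper's 141 against 43 (methods' test 231, different; with the limit of the headings 202, not different). Next come FO against FY, the paper's 232 against 85 (methods' test 332, not different; with the limit of the headings 290, not different); MA against MY, the paper's 60 against 0 (methods' test 65, not different; with the limit of the headings 54, not different); MO against MA, the paper's 49 against 0 (methods' test 195, different; with the limit of the headings 148, different). The remaining lists are MO against MY, the paper's 194 against 12 (methods' test 372, different; with the limit of the headings 303, different); FO against MO, the paper's 157 against 21 (methods' test 532, different; with the limit of the headings 412, different); and FA against MA, the paper's 200 against 6 (methods' test 343, different; with the limit of the headings 259, not different), where the paper's list is the 1 that 2 sheets of Table S9 repeat.

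The paper's log2 fold change of Ccl21b is 3.15 from FY to FA and 4.36 from FY to FO, against 1.58 and 2.83 here, values that depend on the floor, since 2 of 4 FY arrays lie at 16. The paper's log2 fold change of Ccl4 from MA to MO is 1.73, against 0.72, a value that depends on the floor, since 3 of 4 MA arrays and 1 of 4 MO arrays lie at 16. Every alternative set before the data were examined and run for Ccl21b from FY to FO (2.51 to 3.22) and for Ccl4 (0.51 to 0.98) still differs, and no alternative was run for Ccl21b from FY to FA. With 75th percentile scaling and a floor of 1, chosen after seeing the values, the value for Ccl21b FO vs FY was 4.34 and that for Ccl4 MO vs MA was 1.72, within the paper's, and under it the methods' test with the limit of the headings and filter 16 dropped 95 of the 561 probes in the paper's Table S7.

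For most probes the paper's 1291 listed fold changes differ from those here by about the same amount within a comparison (a median absolute deviation of 0 around a median of -0.046 to 0.058), but not for all, with a root mean square difference of 0.009 for MA against MY to 0.518 for FO against MO. Of 9 settings compared, all chosen after seeing the values, scaling each array to a common 75th percentile with a floor of 1 brought 1278 of them within 0.005 and the deposited values with a floor of 16 brought 3. Under that scaling with filter 32, chosen after seeing the values, the methods' test with the limit of the headings called 586 probes with age, 243 for FA against FY, 135 for FO against FA, 219 for FO against FY, 45 for MA against MY and 233 for MO against MY, and it dropped 95 of the 561 probes in the paper's Table S7. Under the same setting MO against MA had 120, FO against MO 302 and FA against MA 235 probes, and 28 probes changed and returned in females. Filters 16, 24, 40 and 48 with the same scaling, also chosen after seeing the values, called 763, 659, 524 and 478 probes with age and dropped 95, 95, 103 and 125 of the probes in Table S7, with 43, 35, 27 and 25 that changed and returned in females, 289, 254, 209 and 192 for MO against MY, 153, 133, 106 and 97 for MO against MA, 402, 341, 257 and 229 for FO against MO and 311, 261, 211 and 185 for FA against MA.

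The paper reports a separation of the sexes and ages on the first components, while the share of sex was 1.2% on the first and 4.8% on the second component over all kept probes and 0.1% on both with unit variance. The fifth component separated both (45.6% for sex and 25.9% for age), as did the third with unit variance (13.5% and 30.7%). Over the 722 probes of Tables S7 and S9, which the study chose on these samples, age took 83.4% of the first and sex 79.9% of the third. The paper reports an enrichment of M2 genes between adult females and males, while neither limma nor the methods' test called 1 of 26 measured members.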

Other observations

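The tests without 2 arrays, of cortical tissue in old male replicate 3, of microglia with the same make-up and of the shared adult arrays were chosen after the values were seen, as were the counts for single arrays.

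Old males differed more from each other than young males did. The difference of the median log2 variance was 1.76 (exact p = 0.0286). Leaving out 1 old male gave a lowest value of 0.9776, above 0.5 of the full value (0.88), and without old male replicate 3, whose somatosensory pyramidal score stands apart, it was 1.31. Both stay large, but the exact p was 0.0571 without any 1 old male, so that the call was lost with 3 mice, and neither 1 array nor cortical tissue in that array can be excluded. Over 7649 probes not correlated with the choroid plexus score in the other 20 arrays it was 1.926 (exact p = 0.0286), and after quantile normalization it was 1.724, which argue against choroid plexus and normalization as whole causes. Leaving out the 2 most deviating old males gave -0.3755, but this lowers the value by construction, so that 2 unusual arrays and a wider spread among old males cannot be told apart. A larger spread with age in males may be biological, and that stays open.

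Microglial genes were higher in old females than in old males. The median log2 difference of the Zhang list was 0.2894 with the erythrocyte score and 0.3393 with the choroid plexus score as a covariate, both above 0.5 of the full value (0.171), which argues against blood or choroid plexus as the whole cause. The score of pattern recognition genes less that of homeostatic microglia genes differed by 0.32 between FO and MO (exact permutation p = 0.0286). This p is the smallest that 4 against 4 allow. Such a difference cannot tell more microglia of the same make-up from an altered state. More cells need not shift both lists equally, since signal from other cells and the intensity floor can lower the log2 change of some genes. Homeostatic genes had a median of 0.31 from FY to FO (1 of 10 rose, 4 adjusted over the list alone, adjusted p = 0.0449 with an estimated correlation). An altered state of microglia in old females may contribute, as a hypothesis from the same data, and the number of cells was not measured.

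Of the probes that changed and returned in females, as many arose in 23 of 100 simulations with no effect, since both comparisons use the same adult arrays. The simulations drew probes independently, so this share is no chance probability for probes that vary together. After quantile normalization 46 were called, which argues against normalization as the cause. In males, whose comparisons share the adult male arrays in the same way, 4 such probes were called, where the simulations for females gave 40.95 on average. Pearson's r between the fold changes of the 2 comparisons was -0.416 in females, -0.023 in males and -0.502 on average in the simulations. The simulations did not match the males, so they cannot decide whether the shared arrays account for the count in females. A real change in single genes stays open.

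Other divisions of the arrays were tried for each count and list. No other of the 35 divisions called as many probes for FO against FA (43, highest other 1), FO against FY (85, highest other 0) or MO against MY (12, highest other 1). The same held for FY against MY (4, highest other 0), FA against MA (6, highest other 2) and FO against MO (21, highest other 2). The smallest share possible is 1 in 35, not adjusted over comparisons and lists, so that chance is not excluded. Other divisions also mix the groups, which adds any group difference to the spread and lowers their counts. No other division gave as large a median for the Zhang, Zeisel and sensome lists between FO and FY (0.3093, 0.1902 and 0.5895, highest others 0.254, 0.149 and 0.4034) or between FO and MO (0.3411, 0.2113 and 0.423, highest others 0.305, 0.2001 and 0.3685). For the interaction, the medians were 0.2646, 0.2073 and 0.3643 (highest others over 100 drawn divisions 0.251, 0.195 and 0.407, with 1 other division larger for the sensome). No drawn division was larger for the Zhang and Zeisel lists. The call of each list was lost with an estimated correlation (camera adjusted p = 0.237 for each), so that a difference between the sexes in these lists stays open. Between MO and MY other divisions gave list medians as large (0.08938, 0.06111 and 0.2155, highest others 0.1275, 0.1127 and 0.2913, with 7, 11 and 3 of 35 divisions as large, the real one included). Limma called 0 probes for FA against FY and MA against MY (highest other 0, all 35 divisions as large), and 0 for the interaction (highest other 0 over 100 divisions). The unadjusted counts were 1305, 246 and 699. For MO against MA limma called 0 (654 unadjusted) and another of the 35 divisions, with replicates 1 and 2 of both ages on 1 side, called 274, the highest of the 35, and its source was not tested.

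In old male replicate 3, 63 probes were lowest alone and 65 highest alone by more than 2-fold, against at most 4 and 18 in any other array. Of 140 somatosensory pyramidal genes 81 were above all other arrays (5.8 expected) and of 217 CA1 pyramidal genes 80 were below all others (9 expected). Of the 6 most abundant somatosensory members, Camk2n1 at 9884 (others 5955 to 7549) and Prkacb at 6840 (others 4626 to 6157) lay above all others, while Atp2a2, Nme1, Atp6v1d and Rangap1 lay inside their range. Of the 6 most abundant CA1 members, Cpne6 at 2626 (others 4267 to 6608) and Camta2 at 3684 (others 3813 to 6066) lay below all others, while Prnp, Gapdh, Grina and Ywhaz lay inside. Fibcd1 was at 215.8 (next 1376) and Dkkl1 at 91.51 (next 16). Tissue of another region in this array is a candidate source of these values, as a hypothesis, and without the array the variance difference was 1.31. In old female replicate 3 Maged1 was deposited at -25.89 (next array 2639) and Pdia3 at -25.87, the 2 lowest values of the table, and Erdr1 at 5.53, and the cause was not tested. In old female replicate 4 Lcn2 was at 224.2 (next 37.5) and the erythrocyte gene Slc4a1 at 81.14 (next 16). Its score on component 5 was the lowest, at -19.53. Without this array limma called 56 probes for FO against FY, 15 for FO against FA and 9 for FO against MO. The cause of its values was not tested.

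Erythrocyte Hba-a1 ranged from 2363 to 11680 among old females. Gfap, of astrocytes, was at 248 ± 126 in FO and 112 ± 49.6 in FY and did not pass (adjusted p = 0.213). Smooth muscle Acta2 was at 632 ± 193 in MY and 296 ± 53.0 in MO. Ccl21b was at 38.8 ± 27.5 in FY (2 arrays at 16) and 226 ± 55.7 in FO, and at 105 ± 22.4 in MY and 233 ± 76.1 in MO. The adjusted p between FO and FY was above 0.05 for Notch1, Psen2, Tsc2, Mtor and Surf1, with log2 differences of -0.25, -0.01, 0.09, 0.05 and -0.01. In males, Surf1 was at 182 ± 16.8 in MY, 207 ± 21.9 in MA and 233 ± 37.9 in MO (log2 difference from MY to MO 0.34, adjusted p = 0.236, unadjusted p = 0.00526), the direction the paper gives for males. Tsc1 did not pass the filter. The sheets of Table S9 named for young and adult mice hold the same 200 probes, all of which have the direction of FA against MA found here and 58 of which have that of FY against MY.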
